# EpiMethylTag: simultaneous detection of ATAC-seq or ChIP-seq signals with DNA methylation

**DOI:** 10.1186/s13059-019-1853-6

**Published:** 2019-11-21

**Authors:** Priscillia Lhoumaud, Gunjan Sethia, Franco Izzo, Theodore Sakellaropoulos, Valentina Snetkova, Simon Vidal, Sana Badri, Macintosh Cornwell, Dafne Campigli Di Giammartino, Kyu-Tae Kim, Effie Apostolou, Matthias Stadtfeld, Dan Avi Landau, Jane Skok

**Keywords:** DNA methylation, Chromatin accessibility, ChIP, ATAC, CTCF, KLF4

## Abstract

Activation of regulatory elements is thought to be inversely correlated with DNA methylation levels. However, it is difficult to determine whether DNA methylation is compatible with chromatin accessibility or transcription factor (TF) binding if assays are performed separately. We developed a fast, low-input, low sequencing depth method, EpiMethylTag, that combines ATAC-seq or ChIP-seq (M-ATAC or M-ChIP) with bisulfite conversion, to simultaneously examine accessibility/TF binding and methylation on the same DNA. Here we demonstrate that EpiMethylTag can be used to study the functional interplay between chromatin accessibility and TF binding (CTCF and KLF4) at methylated sites.

## Introduction

The role of DNA methylation (DNAme) in gene regulation has been widely described [1–4]. In general, methylation is thought to reduce accessibility and prohibit TF binding at enhancers and promoters [5, 6]. Nevertheless, TFs are also known to bind methylated DNA [2], but due to limitations in the techniques available for this kind of analysis, few genome-wide studies have been performed. As a result, we still know very little about the DNA sequence and chromatin context of TF binding at methylated sites and its significance to gene regulation.

Several techniques have been developed to measure DNAme, some more comprehensive than others. Whole-genome bisulfite sequencing (WGBS) covers all genomic regions; however, to achieve sufficient sequencing, coverage is costly. The alternative, reduced representation bisulfite sequencing (RRBS), which requires less sequencing depth, preferentially captures CpG-dense sequences known as CpG islands that can potentially act as regulatory elements [7]. Nevertheless, both techniques require additional assays on different batches of cells to elucidate the interplay between DNAme, DNA accessibility, and TF binding, and this does not satisfactorily address the issue of compatibility. Current techniques that simultaneously analyze methylation together with TF binding or accessibility (NOME-seq [8], HT-SELEX [9], ChIP-bisulfite [10], BisChIP-seq [11], ChIP-BisSeq [12]) have drawbacks such as analysis of DNA rather than chromatin or the requirement of large amounts of input DNA or high sequencing costs.

To circumvent the high input and sequencing expenses associated with WGBS and existing ChIP combined with bisulfite conversion protocols [10–12], we developed “EpiMethylTag.” This technique combines ATAC-seq or ChIPmentation [13, 14] with bisulfite conversion (M-ATAC or M-ChIP, respectively) to specifically determine the methylation status of accessible or TF-bound regions in a chromatin context. EpiMethylTag is based on an approach that was originally developed for tagmentation-based WGBS [15, 16]. It involves use of the Tn5 transposase, loaded with adapters harboring cytosine methylation (Additional file 2: Table S1).

For M-ATAC or M-ChIP, tagmentation occurs respectively on nuclear lysates as per the conventional ATAC-seq protocol [13], or during chromatin immunoprecipitation as per the ChIPmentation protocol [14]. Following DNA purification, the sample is bisulfite converted and PCR amplified for downstream sequencing (Fig. 1a). As shown in Fig. 1a, EpiMethylTag can determine whether DNAme and accessibility/TF binding are mutually exclusive (scenario 1) or can coexist in certain locations (scenario 2). The protocol requires lower levels of immunoprecipitated DNA, requires less sequencing depth, is quicker than existing methods, and can be analyzed using a pipeline we developed that is publicly available online on Github (https://github.com/skoklab/EpiMethylTag).

**Fig. 1:**
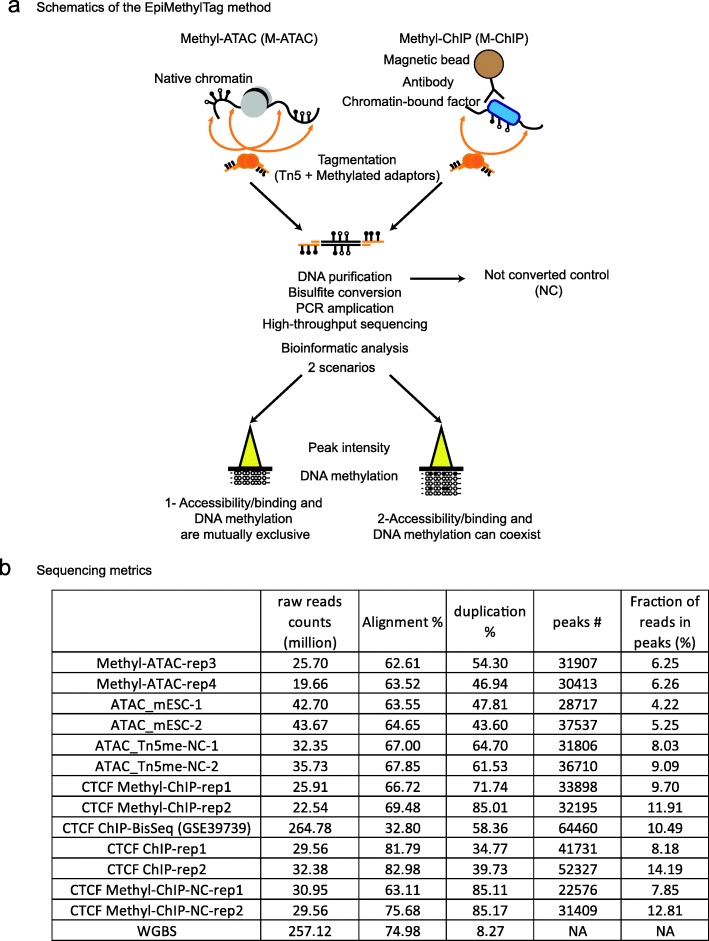
EpiMethylTag is a reproducible method to test whether DNAme can coexist with TF binding (CTCF) or chromatin accessibility. **a** Schematic overview of the EpiMethyTag method showing two possible outcomes. **b** Sequencing metrics indicating the total number of reads in million, the alignment and duplication percentages, the number of peaks, and the fraction of reads in peaks (in percentage) for each sample as compared to public data (CTCF ChIP-BisSeq and WGBS)

## Results

### EpiMethylTag is a reproducible method for testing the compatibility of DNAme with TF binding or chromatin accessibility

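M-ATAC tags accessible chromatin with Tn5 transposase that carries methylated adaptors, after which the fragments are bisulfite converted and sequenced, so that each read gives accessibility and cytosine methylation together. In CTCF M-ChIP the same tagmentation is done on chromatin immunoprecipitated with an antibody to CTCF, a zinc finger protein that binds insulators. The cells were mouse embryonic stem cells (mESC), pluripotent cells that grow in culture. The authors aligned converted reads with Bismark to mm10 (GRCm38), removed reads of low quality and duplicates, and called peaks in each sample with MACS2, which gives each peak a fold enrichment and a −log10 q-value. The deposited lists hold 4 M-ATAC samples, of which Table S2 lists replicates 3 and 4. The paper gives no reason for leaving replicates 1 and 2 out of that table. The CTCF M-ChIP group had 2 samples. MACS2 was run with summits called separately, so a peak region with several summits stood in a list several times, and distinct regions were counted here. Methylation came from the authors' tables of merged replicates, which give methylated and unmethylated reads for each cytosine, so methylation values have no replicate SD. The paper does not name the M-ATAC replicates that were merged. The merged peak list overlapped 98.6% and 99.4% of the peak regions of replicates 1 and 2. For replicates 3 and 4 it overlapped 98.9% and 99.5%. Pairs of replicates 1 or 2 with 3 or 4 had a Jaccard index of 0.510 to 0.542 by number of peaks. These values argue against a peak list merged from replicates 3 and 4 alone, or from 1 and 2 alone. The number of samples behind each M-ATAC methylation value is not stated. Read counts along the genome, methylation of single replicates, whole-genome bisulfite sequencing and ChIP-BisSeq were not analysed here.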

M-ATAC and CTCF M-ChIP were performed in duplicate on murine embryonic stem cells (mESC). As controls, we collected aliquots before bisulfite conversion, ATAC-seq, and CTCF ChIPmentation with Nextera transposase [13, 14]. 

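The control lists covered M-ATAC-NC and CTCF M-ChIP-NC, the aliquots taken before bisulfite conversion, and ATAC and CTCF ChIP made with Nextera transposase, with 2 samples in each group. The authors aligned the ATAC and CTCF ChIP reads with bowtie2 and called peaks in each sample with the same MACS2 settings.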

Sequencing metrics are shown in Fig. 1b and Additional file 2: Table S2. 

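The depths are the paper's, from Table S2. After removal of duplicates the paper gives 7352906 and 6627085 reads for M-ATAC replicates 3 and 4, and 7650957 and 9325945 reads for M-ATAC-NC. It gives 14163838 and 15922457 reads for ATAC. For CTCF M-ChIP it gives 4885551 and 2346710 reads, for CTCF M-ChIP-NC 2908220 and 3317235 reads, and for CTCF ChIP 15771202 and 16193923 reads. The libraries made with Nextera transposase were thus the deepest, and the peak lists were used at these unequal depths. Figure S1a shows the peak numbers of CTCF M-ChIP replicates 1 and 2 in the opposite order to Table S2, whose order was used for these depths.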

The price is around 10 times lower than WGBS given that fewer reads are necessary. As shown in Fig. 2 a and b, genome coverage was highly reproducible between M-ATAC replicates and highly correlated with regular ATAC-seq and M-ATAC signal before bisulfite treatment. Thus, bisulfite treatment, or the use of a different transposase does not result in signal bias. High reproducibility was also seen for CTCF M-ChIP, and we observed consistency between our results and data generated by CTCF ChIP-BisSeq, a similar technique that was performed using 100 ng of immunoprecipitated DNA (as opposed to less than 1 ng using our method) and sequenced more deeply at a higher cost [12] (Fig. 2a, b, Additional file 2: Table S2). 

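M-ATAC replicates 3 and 4 had 29331 and 28026 peak regions, a mean of 28678.5 ± 923 (SD, n = 2). M-ATAC-NC had 31146 ± 2621 peak regions (SD, n = 2), and the difference of -2467.5 was smaller than the SD of M-ATAC-NC (exact permutation test, two-sided, p = 0.667). ATAC had 27389.5 ± 4634 peak regions (SD, n = 2), a difference of 1289 from M-ATAC (exact permutation test, p = 1). With 2 samples against 2 the smallest p is 0.333. Leaving out either ATAC sample moved the last comparison most and by the same amount, to -1987.5 without replicate 1 and 4565.5 without replicate 2. Counting each summit changed its direction as well, to -1967. M-ATAC replicates 1 and 2 had 26304 and 29323 peak regions. Over all 4 M-ATAC samples the difference was -2900 from M-ATAC-NC (exact permutation test, p = 0.267) and 856.5 from ATAC (exact permutation test, p = 0.8). CTCF M-ChIP had 32096.5 ± 1152 peak regions (SD, n = 2) and CTCF M-ChIP-NC 26365.5 ± 5805, a difference of 5731 (exact permutation test, p = 0.333). CTCF ChIP had 44839.5 ± 6779 peak regions (SD, n = 2), and the difference of -12743 from CTCF M-ChIP exceeded the SD of both groups (exact permutation test, p = 0.333). Over the 5 comparisons of peak numbers, KLF4 included, the Benjamini-Hochberg adjusted p was 0.556 for both CTCF comparisons and that of KLF4, 0.833 for M-ATAC and M-ATAC-NC and 1 for M-ATAC and ATAC.

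**Figure D1:**
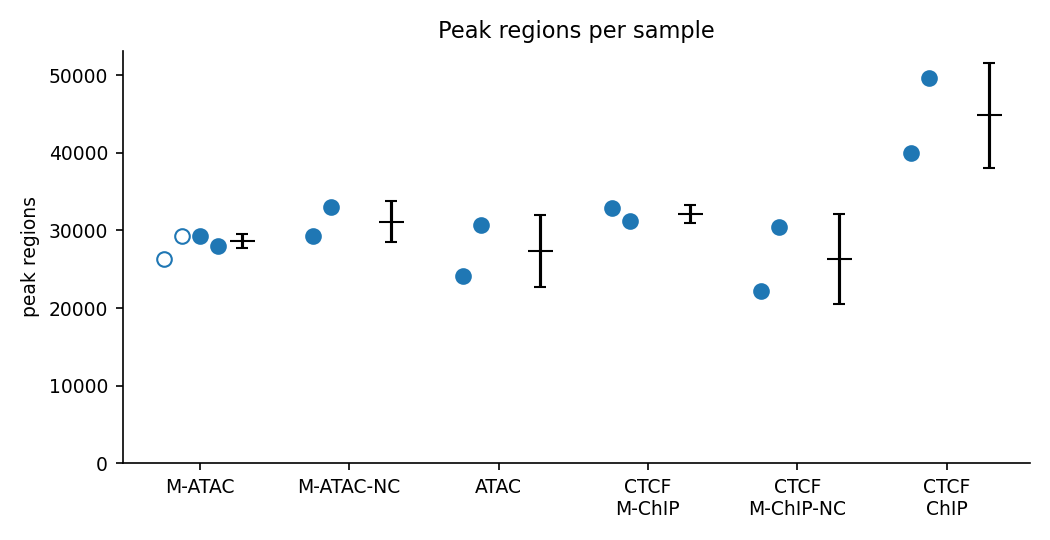
Number of peak regions (vertical axis) for the 6 groups of mESC samples, with a circle per sample, open for the M-ATAC samples that Table S2 does not list. The bars give the mean and SD of the 2 samples per group in Table S2, and both CTCF ChIP samples lie above the samples of every other group.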

Of note, bisulfite conversion does not affect the number of peaks detected, the Jaccard index of peak overlap (Additional file 1: Figure S1a-b), or the signal within peaks (Additional file 1: Figure S1c, Pearson correlations above 0.8), although it leads to shorter reads (Additional file 1: Figure S2). 

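Each cytosine with at least 5 reads in the merged M-ATAC table was placed by its distance from the midpoint of its peak, in 10 bins of equal width from midpoint to edge. Mean methylation was 2.33% in the bin at the midpoint, over 123502 cytosines, and 4.58% in the bin at the edge, over 63689 cytosines. The difference of 2.25 percentage points had the same direction on 20 of 20 chromosomes, from 0.900 to 3.34. Median coverage was 11 reads at the midpoint and 7 at the edge. The coverage minimum moved the difference most, and with at least 10 reads it was 0.431.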

Of note, average methylation was higher at the edges of the peaks than at the midpoint (Additional file 1: Figure S3). Comparable DNA methylation levels were found in M-ATAC and CTCF M-ChIP replicates, Pearson correlation = 0.76 and 0.84, respectively (Additional file 1: Figure S4a and S4b).

**Fig. 2:**
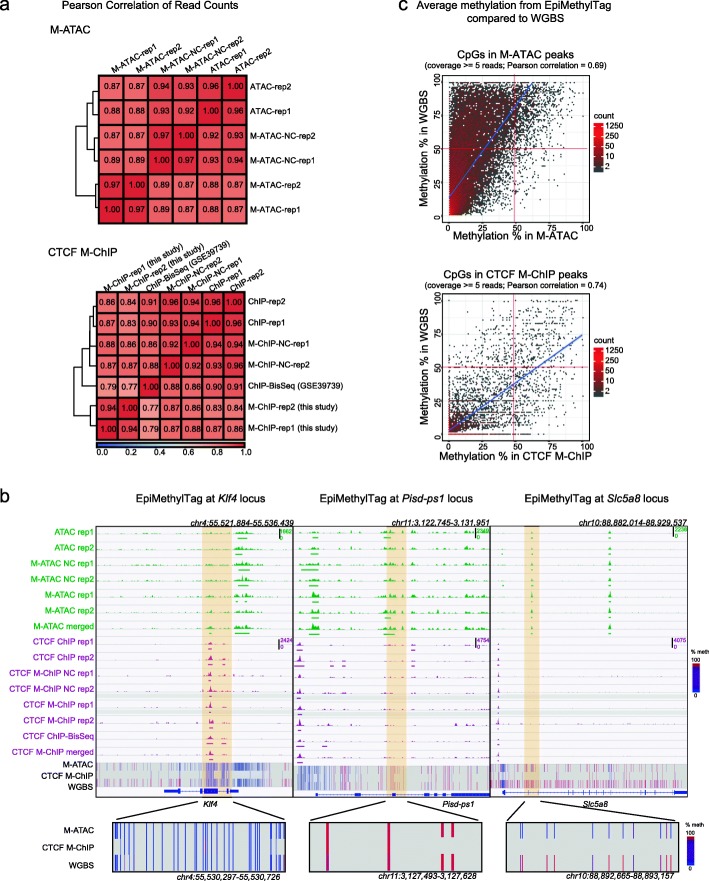
EpiMethylTag is a reproducible method for testing whether DNAme can coexist with TF binding (CTCF) or chromatin accessibility genome-wide. **a** Pearson correlation of read counts comparing M-ATAC with unconverted samples (NC) and regular ATAC-seq (top), and CTCF M-ChIP with unconverted samples, a sample from the Schubeler lab generated using ChIP-BisSeq [1] (GSE39739) and regular CTCF ChIP-seq (bottom). **b** Representative IGV screenshots of EpiMethylTag, at the *Klf4* locus (left panel), the *Pisd-ps1* locus (middle panel), and the *Slc5a8* locus (right panel). ATAC and M-ATAC in green, CTCF in purple and DNA methylation from merged M-ATAC, merged CTCF M-ChIP and WGBS (methylation from 0% in blue to 100% in red). A zoom-in of methylation at the highlighted region is shown at the bottom of each example. The *Klf4* locus illustrates a region that has low methylation as detected by M-ATAC, CTCF M-ChIP, and WGBS. The *Pisd-ps1* locus illustrates a region that has high methylation as detected by M-ATAC, CTCF M-ChIP, and WGBS. The *Slc5a8* locus illustrates a region that has low methylation as detected by M-ATAC and high methylation as detected by WGBS. **c** Density plots of methylation from EpiMethyltag compared with WGBS. Only CpGs inside peaks and with at least five reads were considered. Top: average methylation of CpGs per M-ATAC peak in M-ATAC versus WGBS (Pearson correlation = 0.69, *p* value < 2.2e−16; bottom left corner: 27977 peaks, top left corner: 8408 peaks, top right corner: 1019 peaks, bottom right corner: 113 peaks). Bottom: average methylation per CTCF M-ChIP peak of CpGs in CTCF M-ChIP versus WGBS (Pearson correlation = 0.74, *p* value < 2.2e−16; bottom left corner: 6549 peaks, top left corner: 198 peaks, top right corner: 304 peaks, bottom right corner: 310 peaks)

In order to get higher coverage for subsequent DNA methylation analysis, peaks were called from merged M-ATAC and M-ChIP replicates and we focused our analysis only at CpGs within those peak regions covered by at least five reads, as methylation outside of M-ATAC and M-ChIP peaks has low coverage and is less reliable. 

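The merged M-ATAC list held 66726 peak regions, and it overlapped between 98.6% and 99.5% of the peak regions of each M-ATAC sample. The authors' table joined cytosines to these peaks and listed 1636992 distinct cytosines. Each cytosine was given on its own strand, and it appeared again for each summit of its peak. At least 5 reads covered 1033385 cytosines, with a median of 9 reads. At 5 reads each read stands for a step of 20% in methylation. The merged CTCF M-ChIP list held 38881 peak regions, and 35385 cytosines in CTCF motifs within them had at least 5 reads, counted once per motif match, with a median of 10.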

We observe positive correlations between DNA methylation from WGBS and M-ATAC (Fig. 2c, top panel, Pearson correlation = 0.69) and between methylation levels in M-ChIP and WGBS (Fig. 2c, bottom panel, Pearson correlation = 0.74). Similar results were observed with the previously published CTCF ChIP-BisSeq method [12] (GSE39739) (Pearson correlation = 0.83, Additional file 1: Figure S4c) and when taking peaks that overlap between duplicates (Additional file 1: Figure S4d-e). 

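The Klf4 gene (ENSMUSG00000003032), which encodes a pluripotency factor, had 270.41 TPM in the authors' merged mESC RNA-seq. A merged M-ATAC peak on chromosome 4 from 55530362 to 55530545 (GRCm38) overlapped an exon of Klf4, 2013 bp from the nearest transcription start. In this peak 22 cytosines had at least 5 reads, and 4 of their 187 reads were methylated, or 2.14% (95% Wilson interval 0.835 to 5.37). Coverage was 5 to 14 reads per cytosine. Reads were summed over the cytosines, so that a read over several cytosines counts several times. The interval covers counting error only and takes these counts as independent, so that it may be too narrow. The same holds for the other intervals given for methylation over several cytosines. A CTCF motif in this peak, from 55530446 to 55530464 on the minus strand with the sequence CAGCCGCCAGGTGGCGGGC, had 0 methylated of 28 reads, which allows up to 12.1% by the same interval. The peak with this motif had a CTCF fold enrichment of 9.56.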

In Fig. 2b, we highlight the *Klf4* gene, which harbors a peak of chromatin accessibility in the promoter and CTCF binding in the intragenic region associated with low methylation from both EpiMethylTag and WGBS assays (left panel, and Additional file 2: Table S3). In contrast, the *Pisd-ps1* intragenic region contains accessible chromatin that coexists with high levels of DNA methylation as detected by both M-ATAC and WGBS (Fig. 2b, middle panel). 

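The M-ATAC peak at Pisd-ps1 (ENSMUSG00000082286) lay on chromosome 11 from 3127093 to 3127604 and overlapped an exon of this gene, 1342 bp from the nearest transcription start. Of the 126 reads at 11 cytosines, 107 were methylated, or 84.9% (95% Wilson interval 77.6 to 90.1). The coverage per cytosine was 5 to 30 reads. For 3 of these 11 cytosines the surrounding 31 bp occurred at 2 or more places in the reference. Pisd-ps1 was listed at 17.22 TPM.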

Of note, the methylation observed comes from a bedGraph file, output from Bismark (see “Methods” section for details), which does not filter for cytosines with low read coverage. Therefore, high methylation observed in CTCF M-ChIP may not be reliable as this region harbors a weak CTCF signal with a low read coverage (Additional file 2: Table S4). 

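Of the merged CTCF M-ChIP peak regions, 0 overlapped the M-ATAC peak at Pisd-ps1.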

Interestingly, a proportion of M-ATAC peaks exhibited an intermediate-to-high average methylation level in deeply sequenced WGBS [17], but low methylation in M-ATAC (Fig. 2c, top panel, top left corner) as illustrated at the *Slc5a8* locus (Fig. 2b, right panel, Additional file 2: Table S5). The peak highlighted within the *Slc5a8* locus harbors an average methylation of 18.685% for M-ATAC and 85.041% for WGBS. These data suggest that as expected open regions are less methylated than closed regions within a population of cells, but that accessibility and methylation can coexist at a small subset of genomic locations, which are depleted for promoter regions and associated with low transcription (Additional file 1: Figure S4f-g). 

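The M-ATAC peak at Slc5a8 (ENSMUSG00000020062) lay in an intron of the gene on chromosome 10, from 88892653 to 88893079. Over 13 cytosines 18 of 123 reads were methylated, or 14.6% (95% Wilson interval 9.46 to 21.9). The mean of the percentages of the 13 cytosines was 16.2%. Coverage ranged from 6 to 18 reads, and the gene was listed at 0 TPM.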

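Among merged M-ATAC peaks with at least 5 cytosines of at least 5 reads, the 3 with the highest lower bound of methylation were listed. The first was the peak at Pisd-ps1. The second lay on chromosome 10 from 58224401 to 58224703 in an exon of AW822073, with 77 of 96 reads methylated, or 80.2% (95% Wilson interval 71.1 to 86.9). The third lay on chromosome 1 from 33616736 to 33617073 in an exon shared by Prim2 and Gm37618, with 70 of 87 reads methylated, or 80.5% (95% Wilson interval 70.9 to 87.4). In the second peak 7 of 12 cytosines, and in the third 4 of 10, lay in a 31 bp sequence found at 2 or more places in the reference.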

Importantly, M-ATAC is able to identify methylation levels within ATAC peaks, information that cannot be retrieved integrating data from separate WGBS and ATAC-seq experiments.

### M-ATAC reveals a complex interplay between accessible chromatin and DNA methylation

For further analysis, we separated CpGs in M-ATAC peaks according to percentage of methylation (low 0–20%, intermediate 20–80%, and high > 80%) and read coverage (high > 50 reads and low 5–50 reads) as follows: #1: Low methylation/High coverage (22,932 CpGs); #2: Low Methylation/Low coverage (1,348,931 CpGs); #3: Intermediate methylation/Low coverage (39,321 CpGs); #4: High methylation/Low coverage (1652 CpGs) (Fig. 3a). 

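Among distinct cytosines with at least 5 reads, group 1 held 15369, group 2 959006, group 3 57249 and group 4 1753. These were 1.49%, 92.8%, 5.54% and 0.170% of the cytosines. The median coverage was 60 reads in group 1, 10 in group 2 and 6 in groups 3 and 4. The coverage minimum moved group 4 most, to 153 cytosines with at least 10 reads, and a limit of 30 reads for high coverage moved group 1 most, to 72573. When all cytosines were given the methylation of 1.87% that all reads together had, binomial sampling at the real coverages placed 16988 cytosines in group 3 and 0 in group 4. The 4 groups lay in 1858, 47285, 26786 and 1450 peak regions.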

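Methylation and coverage were compared over these cytosines of all groups, which are not independent replicates. Spearman's rho was -0.0797, and it was below 0 on 20 of 20 chromosomes, from -0.116 to -0.0354. In the same table 8 cytosines had over 50 reads and at least 20% methylation, between 20.4% and 78.6%. For 2 of these 8 the surrounding 31 bp occurred at more than 1 place in the reference. With high coverage set at over 30 reads the number moved most, to 101.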

As expected, coverage and methylation from M-ATAC are anticorrelated, and we did not detect any CpGs with intermediate or high methylation with high ATAC coverage (> 50 reads). 

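Of the merged M-ATAC peak regions, 21232 overlapped a peak of both M-ATAC samples of Table S2. They held 675845 cytosines of low, 19145 of intermediate and 396 of high methylation with at least 5 reads.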

A similar pattern was observed while taking only CpGs present in peaks that overlap between M-ATAC replicates (Additional file 1: Figure S5a). Of note, this pattern was not detected in WGBS where a more stable coverage is observed independent of methylation levels resulting in only three groups (Additional file 1: Figure S5b) as opposed to the four groups seen with methyl-ATAC (Fig. 3a). CpGs in low methylation M-ATAC groups 1 and 2 were enriched at promoters, while CpGs in intermediate and high methylation M-ATAC groups 3 and 4 were enriched in intragenic and intergenic regions, as compared to the full set of M-ATAC peaks (Fig. 3b). 

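Peak regions were annotated with GENCODE M21, as promoter within 3 kb of a transcription start, otherwise as genic or intergenic. Of all merged peak regions 34.5% were at promoters (95% Wilson interval 34.2 to 34.9). The share was 85.6% in group 1 and 43.6% in group 2, against 25.1% in group 3 (95% Wilson interval 24.6 to 25.6) and 14.4% in group 4 (95% Wilson interval 12.7 to 16.3). Genic shares were 35.1% for all peaks, 41.2% in group 3 and 44.4% in group 4. Intergenic shares were 30.4% for all peaks, 33.7% in group 3 and 41.2% in group 4. Annotating cytosines in place of peak regions moved the comparison most, and the promoter share of group 4 minus that of all then went from -20.1 to -63.7 percentage points.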

The average methylation was more negatively correlated with transcriptional output for CpGs at promoters (Fig. 3c) than for intragenic CpGs (Additional file 1: Figure S5c). 

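Expression was taken from the authors' merged TPM values, which have no replicates. Genes with a promoter cytosine of group 1 had a median of 20.75 TPM (95% order-statistic interval 18.96 to 22.98, 1676 genes), and those of group 2 had 6.72 (17467 genes). The median was 0.88 TPM in group 3 (0.73 to 1.05, 5557 genes) and 0.05 in group 4 (0.02 to 0.15, 163 genes). A gene could belong to several groups. Among 10000 random lists of the same size, drawn from the 17984 genes with a promoter cytosine, the medians of groups 1 and 2 lay above all lists and those of groups 3 and 4 below all lists. Leaving out genes under 1 TPM moved the medians most, to 11.9 in group 3 and 6.64 in group 4. Across genes, which are not independent replicates, Spearman's rho of mean methylation and TPM was -0.343 for promoter cytosines and -0.0533 for intragenic cytosines of 7834 genes. The 3 genes with the highest TPM among those with a group 4 promoter cytosine were Mbtd1, Acyp1 and Aggf1, with 66.75, 62.87 and 38.78 TPM. Mbtd1 had 1 such cytosine, at chromosome 11, position 93903564, with 5 of 6 reads methylated (95% Wilson interval 43.6 to 97.0). Acyp1 had 1 as well, with 6 of 6 reads methylated, and Aggf1 had 3. The Mbtd1 and Acyp1 cytosines lay inside the genes, 1589 and 958 bp from a transcription start at neither end of the gene. They thus need not lie at the main promoter. From methylation in M-ATAC and whole-genome bisulfite sequencing, the paper proposes that open chromatin and methylation occur together at few places, with few promoters and low transcription.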

Heatmaps for M-ATAC read coverage intensity highlight the reproducibility of signal between individual replicates. Merged replicates were used for downstream analysis (Additional file 1: Figure S5d). Intriguingly, H3K4me1 showed a pronounced enrichment at CpGs with high levels of methylation (group 4) at promoter regions (Fig. 3d and Additional file 1: Figure S5e). In contrast, H3K27ac and H3K4me3 were enriched at CpGs with low levels of methylation (groups 1 and 2), for both promoters and non-promoters.

**Fig. 3:**
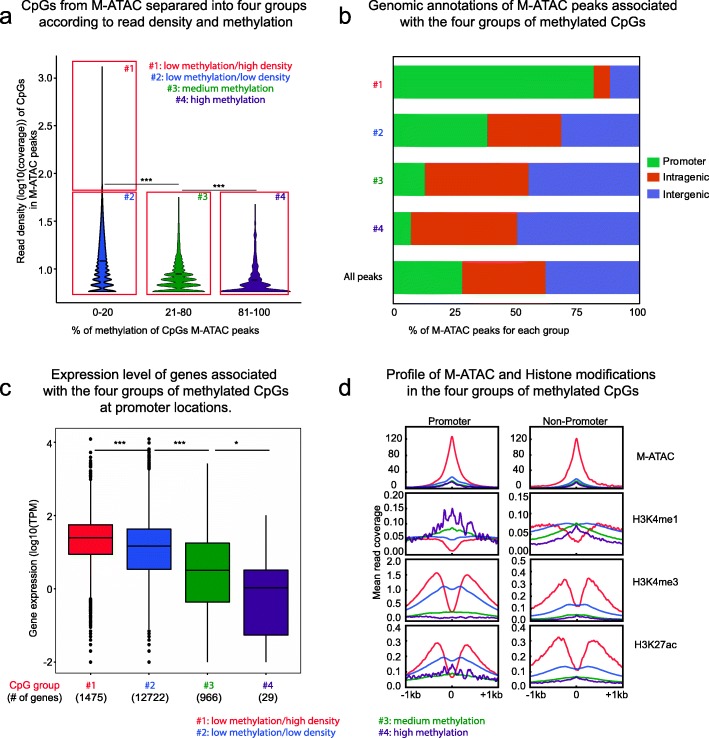
M-ATAC reveals a complex interplay between accessible chromatin and DNA methylation. **a** CpGs in M-ATAC peaks from merged replicates were divided into four groups according to methylation and coverage status: 1. Low Methylation (< 20%) + High coverage (> 50 reads) (22,932 CpGs). 2. Low Methylation + Low coverage (5 to 50 reads) (1,348,931 CpGs). 3. Intermediate methylation (20–80) + Low coverage (5 to 50 reads) (39,321 CpGs). 4. High methylation (> 80%) + Low coverage (5 to 50 reads) (1652 CpGs). *** *P* < 1e−300 between groups #1 + 2 and group #3, ***P = 3.25e−109 between groups #3 and 4 (Wilcoxon text). **b** Genomic annotations for M-ATAC peaks corresponding to the 4 groups from Fig. 3a as well as the full list of M-ATAC peaks. Promoter: TSS − 3 kb and + 3 kb; intragenic: introns, exons, 5′UTR, 3′UTR and TTS, intergenic: distal from promoter > 1 kb and non-coding RNAs. **c** Expression level of genes associated with the four groups of methylated CpGs from in Fig. 3a, for the CpGs at promoters. ***P = 4.2e−33 between groups #1 and 2, ***P = 2.8e−75 between groups #2 and 3, *P = 0.034 between groups #3 and 4 (Wilcoxon test). **d** Average profile of M-ATAC, H3K4me1, H3K4me3, and H3K27ac signal associated with the four groups of methylated CpGs from Fig. 3a at promoters versus non-promoters. Of note, the small number of promoters in group 4 gives an unsmooth pattern for marks such as H3K4me1 and H3K27ac

### CTCF M-ChIP enables analysis of DNA methylation of distinct CpGs in the CTCF motif

As a case study, CTCF M-ChIP was used to analyze the impact of DNAme on CTCF binding in M-ATAC peaks harboring a CTCF motif (Fig. 4a, top panel). M-ATAC groups 2 and 3 comprise the vast majority of CpGs, more CTCF peaks, motifs, and a proportionally higher number of CpGs within CTCF motifs (Additional file 1: Figure S5f). However, the percentage of CpGs within CTCF motifs in each group is fairly constant: between 1.26 and 1.93% of CpGs). 

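The deposited motif matches lie in CTCF M-ChIP peaks. They held 48 cytosines of group 1, 11834 of group 2, 525 of group 3 and 13 of group 4. These were 0.312% of group 1 (95% Wilson interval 0.236 to 0.414), 1.23% of group 2, 0.917% of group 3 (0.842 to 0.998) and 0.742% of group 4 (0.434 to 1.26). With motif matches of p at most 1e-05 the shares were lower, 0.137% in group 1 and 0.865% in group 2. All M-ATAC peaks were then scanned with a matrix built from the deposited matches, which was chosen after seeing that the matches covered CTCF peaks alone. The scan found 24517 matches, with 260 cytosines of group 1, 25261 of group 2, 1288 of group 3 and 27 of group 4.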

Of note, de novo CTCF motifs in CTCF ChIP-seq and Methyl-ChIP peaks were comparable to the MA0139.1 motif from the Jaspar database (Additional file 1: Figure S6a). CTCF occupancy has been inversely correlated with DNA methylation [18]. This finding is consistent with our analyses (Additional file 1: Figure S6b-d). 

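The fold enrichment of each merged CTCF M-ChIP peak, as the authors' peak caller gave it, was set beside methylation of the cytosines in its motifs. The median fold was 12.2 at 27426 cytosines of low methylation (95% order-statistic interval 12.2 to 12.3) and 10.3 at 7207 of intermediate methylation (10.3 to 10.4). It was 9.47 at 752 cytosines of high methylation (9.05 to 9.83). Across cytosines, which are not independent replicates, Spearman's rho was -0.135, from -0.214 to -0.0623 over 20 chromosomes. The coverage minimum moved rho most, to -0.0435 with at least 10 reads. In the 24370 merged peaks present in both replicates, 23073 cytosines had low, 5122 intermediate and 444 high methylation.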

Although CTCF peaks are associated with all levels of CpG methylation within CTCF motifs, as illustrated in Additional file 1: Figure S6e, the majority of CTCF peaks harbor reduced methylation (Additional file 1: Figure S6f). 

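Cytosines of low methylation lay in 10901 peaks, those of intermediate methylation in 4854 and those of high methylation in 658. At the locus on chromosome 8, the motif CAAACACCAGGGGACGCCA from 105685899 to 105685917 on the minus strand had 3 of 42 reads methylated, or 7.14% (95% Wilson interval 2.46 to 19.0). In Slco5a1 the motif AAGCCAGTAGAGGGCGCCA on chromosome 1, from 12935980 to 12935998 on the minus strand, had 6 of 13 reads methylated, or 46.2% (23.2 to 70.9). In Plpp2 the motif AAGCCAGCAGAAGGCGTCA on chromosome 10, from 79528268 to 79528286 on the plus strand, had 16 of 21 reads methylated, or 76.2% (54.9 to 89.4). The fold enrichments of these peaks were 20.6, 13.9 and 13.7.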

In the context of CpGs in M-ATAC peaks, our data also demonstrates that the CTCF motif has an enriched CTCF intensity at CpGs with low and intermediate levels of methylation (groups 2 and 3) compared to CpGs with low and high levels of methylation (groups 1 and 4) (Fig. 4a, bottom panel). The highest binding is found in groups 2 and 3, compared to groups 1 and 4 that harbor reduced CTCF enrichment. 

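Among the motif cytosines found by scanning M-ATAC peaks, the share inside a merged CTCF M-ChIP peak was 12.7% in group 1 (95% Wilson interval 9.18 to 17.3) and 42.7% in group 2. It was 37.1% in group 3 (34.5 to 39.8) and 48.1% in group 4, where 13 of 27 cytosines gave an interval of 30.7 to 66.0. The median fold of the bound cytosines was 7.80 in group 1 (6.75 to 9.98), 11.9 in group 2, 10.7 in group 3 (10.4 to 11.2) and 8.03 in group 4 (5.51 to 13.7). With the deposited matches alone, all of which lie in CTCF peaks by construction, the median fold was 8.39, 11.8, 10.6 and 10.3 in groups 1 to 4. At this depth the fold of group 4 could not be told from that of any other group. With peaks present in both CTCF M-ChIP replicates the bound share of group 4 fell from the highest to 22.2%, below group 3 at 27.7%.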

Group 2 displays a wide range of accessibility (Additional file 1: Figure S5d-e), with the most open regions of group 2 resembling group 1, and the most closed regions of this group being similar to that of group 3. Interestingly, even though there are more CpGs in CTCF motifs in group 1 compared to group 4 (Additional file 1: Figure S5f, 288 versus 25 CpGs), group 1 shows a lower level of CTCF enrichment than group 4. This may be due to the confidence of attributing CpGs to a specific group. 

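The probability of the assigned group was computed as in the paper, from a normal distribution with the variance set by the number of reads. Of the motif cytosines of low methylation 94.6% had a probability over 72%, against 63.6% of those of intermediate and 59.3% of those of high methylation. At 0% or 100% methylation this variance is 0, which was the case for 79.6% of the cytosines of low and 39.1% of those of high methylation. The paper proposes that uncertain assignment of CpGs to groups lies behind the lower CTCF enrichment of group 1 beside group 4.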

As shown in Additional file 1: Figure S6g, for all clusters, more than half of the CpGs have a high probability of being in the assigned group (> 72%). These data provide insight into CTCF binding and suggest an anticorrelation between high accessibility and high methylation.

**Fig. 4:**
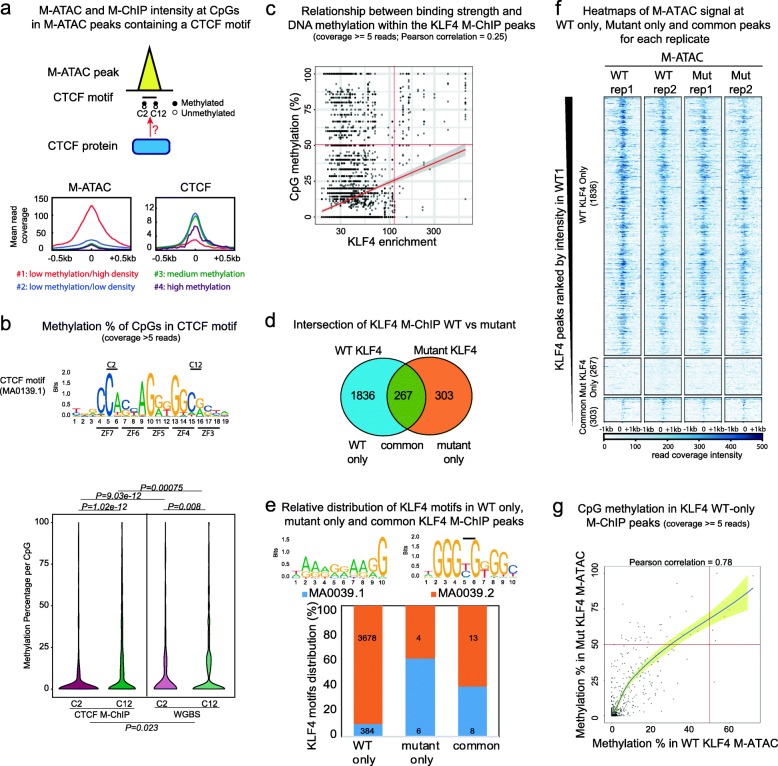
M-ChIP enables analysis of DNA methylation binding by CTCF and KLF4. **a** Top: Schematic illustration representing an ATAC-seq peak with a CTCF motif and CTCF occupancy dependent on C2 and C12 methylation. Bottom: average profiles of M-ATAC (left) and CTCF M-ChIP (right) intensity at CpGs in a CTCF motif within M-ATAC peaks for the four groups of CpGs (group #1: 288 CpGs, group #2: 17133 CpGs, group #3 CpGs: 758, group #4: 25 CpGs). **b** top: CTCF motif from JASPAR database (MA0139.1). The 2 key CpG positions (C2 and C12) are indicated. Bottom: violin plots of methylation percentage from CTCF M-ChIP and WGBS, at C2 and C12 positions in the CTCF motif (MA0139.1). ***P = 1.02e−12 for C2 CTCF M-ChIP versus C12 CTCF M-ChIP (Wilcoxon test), **P = 0.008 for C2 WGBS versus C12 WGBS (Wilcoxon test), ***P = 9e−12 for C2 CTCF M-ChIP versus C2 WGBS (Wilcoxon test, paired), ***P = 0.00075 for C12 CTCF M-ChIP versus C12 WGBS (Wilcoxon test, paired), *P = 0.023 for CTCF M-ChIP versus WGBS (logistic regression model). **c** Scatter plot showing the relationship between binding strength and CpG methylation within the KLF4 M-ChIP peaks (Pearson correlation = 0.25; bottom left corner: 5138 CpGs, top left corner: 578 CpGs, top right corner: 104 CpGs, bottom right corner: 60 CpGs). **d** Venn diagram showing the overlap between WT and mutant KLF4 M-ChIP peaks. **e** Top: Illustration of KLF4 motifs from the Jaspar database (MA0039.1 and MA0039.2). The black bar represents the potential CpGs present in the MA0039.2 motif. Bottom: histogram showing the relative distribution of KLF4 motifs in WT, mutant and common KLF4 M-ChIP peaks using FIMO from the MEME suite. Absolute numbers of each motif are indicated. **f** Heatmap showing M-ATAC signal intensity at KLF4 M-ChIP peaks that are specific to WT (1836 peaks), mutant (267 peaks), or common between both conditions (303 peaks). **g** Average cytosine methylation from M-ATAC in WT versus mutant KLF4 expressing cells in WT specific KLF4 M-ChIP peaks (Pearson correlation = 0.78, *p* value < 2.2e−16)

The MA0139.1 CTCF motif incorporates two CpGs: C2 and/or C12 (Fig. 4b, top panel). 

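C2 was taken as position 5 and C12 as position 15 of the deposited 19 bp motif matches, on the motif's own strand. In merged CTCF M-ChIP peaks 1797 cytosines at C2 and 10261 at C12 had at least 5 reads, with a median of 10 reads at both positions. Coverage in whole-genome bisulfite sequencing was not required.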

According to the CTCF logo, we identified more CpGs at position C12 than C2 in the CTCF M-ChIP peaks (4884 versus 921 CpGs, respectively, considering only the CpGs covered by at least 5 reads in both M-ChIP and WGBS). 

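Mean methylation in CTCF M-ChIP was 2.39% at C2 and 12.9% at C12, a difference of 10.5 percentage points (permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples give). C12 was higher on 20 of 20 chromosomes, by 5.88 to 13.8. The median was 0 at both positions. Combining both cytosines of a CpG moved the difference most, to 14.0. In 930 motifs with both cytosines covered, the means were 1.57% at C2 and 2.46% at C12, a difference of 0.887 (sign-flip permutation test, p = 2e-05). C12 was higher in 117 of these motifs and C2 in 70. With at least 10 reads the difference within motifs was 0.472 and no longer past 0.05 (sign-flip permutation test, p = 0.0691). Over the 3 tests of C2 and C12 the adjusted p was 1.5e-05 for the first comparison and 2e-05 within motifs. For the comparison of C12 by the sequence at C2 it was 1.5e-05. The units were cytosines or motifs of merged replicates, which are not independent replicates, so these p-values do not cover the spread between samples.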

Consistent with the findings from a recent study that analyzed CTCF binding using oligonucleotides rather than genomic DNA [19], CTCF M-ChIP detected higher levels of methylation at C12 compared to C2 (Fig. 4b, bottom panel, compare CTCF M-ChIP C2 versus C12, *p* value = 1.02e−12). Importantly, CTCF M-ChIP is more suitable than WGBS for detecting the differences (Fig. 4b, bottom panel, compared to CTCF M-ChIP versus WGBS, *p* value = 0.023). In addition, we found that bi-methylation at both CpGs within the same read is slightly enriched compared to what is expected by random chance (0.97% versus 0.05%) (Additional file 1: Figure S7a, *χ*^2^ = 1531, *p* value < 0.001). CTCF signal intensity is relatively comparable at the four combinations of methylation, with a slight increase for C2 being methylated and C12 unmethylated (Additional file 1: Figure S7b); however, the biological significance of this remains to be determined. Nonetheless, sequence variation at the C2 and C12 positions appears to have no effect on methylation levels (Additional file 1: Figure S7c).

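The dinucleotide at C2 was set beside methylation at a C12 CpG. Mean methylation at C12 was 14.4% with CA at C2 (7751 cytosines), 12.5% with CT (1071 cytosines) and 10.5% with CC (296 cytosines). With CG at C2 it was 2.38% (984 cytosines).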

### KLF4 M-ChIP enables characterization of WT versus mutant KLF4 R462A binding

Pioneer transcription factors need to access target genes that are inaccessible and whose enhancer and promoter sequences may be methylated. A recent study has shown that a minority of transcription factors (47 out of 1300 examined) including KLF4 can bind to methylated CpG sites [2]. A scatter plot of KLF4 M-ChIP in WT mESC shows that the majority of CpGs in KLF4 peaks display low peak intensity and low methylation (Fig. 4c). However, in contrast to CTCF, the small fraction of peaks with the highest peak intensity also display the highest methylation levels. The study mentioned above [2] revealed that distinct zinc fingers on KLF4 mediate KLF4’s binding activity with methylated and unmethylated DNA. Residue arginine 458 on human KLF4 was shown to be important for binding to the methylated motif CCmCpGCC [2] (similar to the Jaspar motif MA0039.2 for mouse KLF4). In the mouse protein, the equivalent arginine residue lies at position 462.

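KLF4 is a zinc finger transcription factor of pluripotent cells. The deposited lists cover Klf4-/- mESC that re-express WT KLF4, with 2 samples, and the R462A mutant, with 2 samples. They also cover KLF4 ChIP in Klf4-/- mESC that lack the protein, with 2 samples. The authors called these peaks with PeaKDEck, which gives each peak a p-value, in each sample alone. The 4 lists of WT and mutant cells belong to samples that the labels title as M-ATAC, while the paper's methods name PeaKDEck for KLF4 peaks. Their library names are those given for the KLF4 M-ChIP samples. They are used here as KLF4 peaks with this doubt. Sequencing depth of these samples was not analysed here. WT samples had 11104 ± 1783 peaks (SD, n = 2) and mutant samples 6605.5 ± 1109 peaks (SD, n = 2). The difference of 4498.5 exceeded both SDs (exact permutation test, two-sided, p = 0.333, the smallest possible). Removing peaks that overlap a peak of Klf4-/- cells moved it most, to 3114.5.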

In order to investigate the binding of KLF4 to methylated DNA, we used *Klf4*^−/−^ mESC [20] that express either a WT or mutant version of KLF4 in which arginine 462 has been replaced by alanine (R462A) (Additional file 1: Figure S8a-b). We performed KLF4 M-ChIP in both WT and mutant expressing mESC in duplicates. 

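Peaks were intersected between the replicates of each version, and stretches that overlapped a peak of either Klf4-/- sample were removed. This left 2536 stretches for WT and 832 for mutant KLF4. With an overlap of at least 1 bp, 2277 were found in WT alone, 259 in both and 584 in the mutant alone. Those in both were counted as WT stretches. Median widths were 350, 400 and 300 bp. Without removal of Klf4-/- peaks the common set moved most, to 505.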

Intersections between replicates were used to identify peaks specific to (i) WT or (ii) mutant versions of KLF4 and (iii) those that were common to both (Fig. 4d). Heatmaps confirm the binding specificity of the two versions of KLF4 and reveal the high reproducibility between duplicates (Additional file 1: Figure S8c).

We searched for mouse KLF4 motifs from the Jaspar database, using the FIMO tool from the MEME suite. The two motifs that were identified, MA0039.2 and MA0039.1, can be distinguished by the presence and absence of a CpG dinucleotide, respectively (Fig. 4e, top). The wild-type version of KLF4 has a strong preference for motif MA0039.2 while the mutant loses this preference. 

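The matrices of both motifs were not used here, and the consensus core GGGYGTGG, where Y is C or T, was searched on both strands. It occurred in 789 of 2277 WT-only peaks, or 34.7% (95% Wilson interval 32.7 to 36.6). In random windows of the same width and GC content it occurred in 6.48%.

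**Figure D2:**
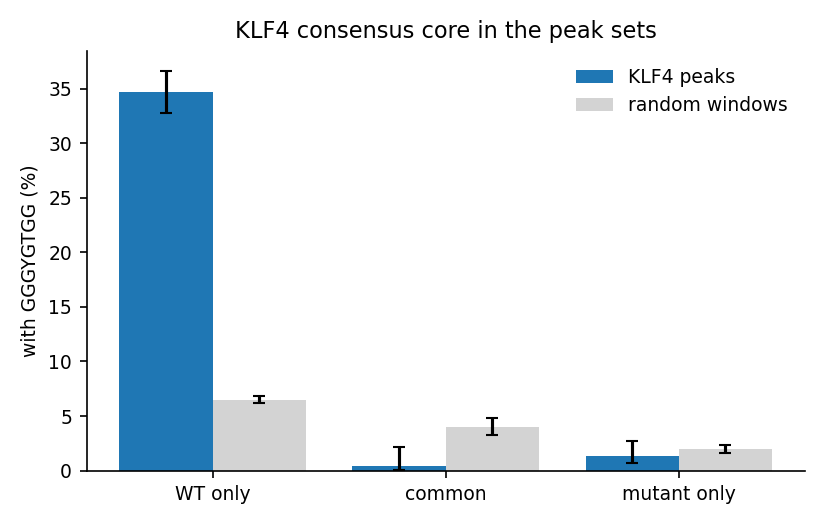
Percent of peaks with the core GGGYGTGG (vertical axis) in the WT-only, common and mutant-only sets, beside random windows matched on width and GC content, with 95% Wilson intervals. The WT-only set lies at 34.7%, above its random windows at 6.48%.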

Overall, the mutant protein has reduced binding to both motifs (Fig. 4e, bottom).

Because of the low numbers of consensus KLF4 motifs in common and KLF4 mutant-specific peaks, we decided to focus our downstream analysis only on WT-specific peaks. 

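The core occurred in 1 of 259 common peaks, or 0.386% (95% Wilson interval 0.0682 to 2.15), against 3.98% of matched random windows. It occurred in 8 of 583 mutant-only peaks outside the mitochondrial genome, or 1.37% (0.697 to 2.68), against 1.99% of random windows. The core without a CpG, GGGTGTGG, occurred in 16.2% of WT-only, 0 of 259 common and 1.37% of mutant-only peaks. From the motifs and the accessibility of the peaks, the paper proposes that the mutant alone binds closed sites without the motif.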

M-ATAC experiments conducted in duplicates in both WT and Mutant KLF4 expressing cells show that KLF4 peaks present only in the WT condition are accessible, while Mutant only KLF4 peaks are found at inaccessible sites (Fig. 4f). This result together with the motif findings (Fig. 4e) suggests that the Mutant KLF4 binding alone occurs at inaccessible sites where there is no consensus KLF4 motif. Thus, this mutation abrogates binding at consensus KLF4 motifs. The functional significance of binding of Mutant KLF4 at ectopic sites remains to be investigated. WT-specific KLF4 peaks harbor similar DNA accessibility in both WT and Mutant conditions so it is not clear why the Mutant protein does not bind. To investigate, we analyzed DNA methylation at these sites using M-ATAC, M-ChIP, and public WGBS from WT mESC. The levels of methylation obtained from M-ATAC were also compared for cells expressing WT and Mutant KLF4 within the WT-specific KLF4 M-ChIP peaks. In the scatter plots shown in Fig. 4g and Additional file 1: Figure S8d, most of the CpGs display low levels of methylation in any condition (bottom left corner). Thus, methylation levels do not explain the absence of Mutant KLF4 binding at these sites.

## Discussion

We developed a new method, “EpiMethylTag,” that allows the simultaneous analysis of DNA methylation with ChIP-seq or ATAC-seq. EpiMethylTag can be used to analyze the methylation status and coincident accessibility or binding of other chromatin-bound transcription factors. Importantly our approach is a fast, low-input, low sequencing depth method that can be used for smaller cell populations than existing methods and can be adapted for rare cell populations. Specifically, our M-ChIP protocol significantly reduces the input for DNA-binding factors such as CTCF. The only published genome-wide ChIP-Bis-Seq for CTCF [12] used 100 ng of immunoprecipitated DNA. Using a Tn5 transposase successfully allowed us to use less than 1 ng of immunoprecipitated DNA followed by bisulfite conversion. The number of cells required to obtain 1 ng of ChIPped DNA will vary depending on the protocol and the antibody used. ChIP-bisulfite [10] and BisChIP-seq [11] use lower cell numbers for H3K27me3. However, such histone modifications in general require less cells for ChIP than TFs such as CTCF or KLF4 because they cover a higher portion of the genome. Although it has not been tested, our protocol may also lower the number of cells required for M-ChIP of histone modifications.

EpiMethylTag confirmed that as a general rule, DNA methylation rarely coexists with DNA accessibility or TF binding. Nonetheless, we found M-ATAC peaks of low signal intensity that overlapped with DNA methylation. These peaks were located predominantly in intragenic and intergenic regions and associated with low transcriptional output at gene promoters. This data identifies a class of promoters with high accessibility, high levels of methylation, high H3K4me1, low K3K4me3, and low H3K27ac (Fig. 3d). The biological relevance of such “poised promoters,” remains to be determined.

Of note, a recent publication used the same design for the Methyl-ATAC aspect of EpiMethylTag method [21]. As with our approach, they show that mATAC-seq detects methylation patterns that agree with both WGBS and Omni-ATAC (improved normal ATAC-seq [22]). By comparing parental with DNMT1 and DNMT3B double knockout HCT116 cells, they identified ATAC peaks with increased accessibility that were bound by TFs only in the demethylated cells. However, they did not adapt their approach to analysis of methylated ChIP-seq peaks as we have done. Here we used M-ChIP to characterize the binding of both CTCF and KLF4 to motifs in the context of DNA methylation.

Methylation within CTCF motifs is known to be anticorrelated with CTCF binding [3]. Our analysis revealed that M-ATAC peaks containing a CTCF motif have an enriched CTCF intensity at CpGs with intermediate levels of methylation as opposed to low and high levels of methylation. In addition, CTCF M-ChIP revealed that methylation at CpG C2 is lower than at CpG C12, a finding that suggests methylation at C2 could have a stronger negative impact on CTCF binding than methylation at C12. Differences of this sort could not be detected by integrating CTCF ChIP-seq with WGBS (Fig. 4b).

We further demonstrate that M-ChIP could be used to characterize the profiles and methylation status of common WT and mutant KLF4 R462A binding sites. Methylation levels do not explain the absence of Mutant KLF4 binding at these sites, and it appears that the mutant does not bind the consensus motif so we cannot investigate the relationship between methylation in the KLF4 motif and binding of WT versus Mutant KLF4 (Fig. 4f, g). While the biological significance of such differences remains to be investigated, our data demonstrate that EpiMethylTag can be used to provide information about the methylation status of the binding sites for WT and mutant proteins. This information could not be obtained by performing separate methylation and ChIP-seq experiments.

## Conclusion

In sum, M-ATAC and CTCF M-ChIP demonstrate a complex interplay between accessible chromatin, DNA methylation, and TF binding that could not be detected by WGBS. EpiMethylTag can be used to provide information about the DNA sequence and chromatin context of TF binding at methylated sites and its significance to gene regulation and biological processes. This technique can also be adapted for single-cell analysis.

## Methods

### Cell culture

Mouse embryonic stem cells were provided by Matthias Stadtfeld. Briefly, KH2 embryonic stem cells (ESCs) [23] were cultured on irradiated feeder cells in KO-DMEM (Invitrogen) supplemented with l-glutamine, penicillin/streptomycin, nonessential amino acids, β-mercaptoethanol, 1000 U/mL LIF, and 15% FBS (ESC medium). To remove feeder cells from ESCs, cells were trypsin digested and pre-plated in ESC medium for 30 min. Supernatant containing ESCs was used for further experiments.

### KLF4 expression

Mouse KLF4 has been cloned into pHAGE2-tetO-MCS-ires-tdTomato vector (obtained from Matthias Stadfeld’s lab, [24]) for the production of lentiviruses, using the following primers:

Fwd: 5′– gcggccgcATGGCTGTCAGCGACGCTCT

Rev: 5′– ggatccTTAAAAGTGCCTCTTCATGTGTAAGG

KLF4 R462A mutation has been generated using the site-directed mutagenesis kit from Agilent #210518. HEK 293T cells were used for the production of lentiviruses, obtained from ATCC (cat. No. CRL 3216). Lentiviral infection of KLF4 knockout mESC [20] was performed by spin-infection, and the cells were transferred to feeders and expanded with puromycin. After selection, KLF4 expression was induced with doxycycline (1μg/ml) for 2 days. Finally, the cells were pre-seeded (30 min) to remove the feeders, and the ES cells were processed as described in the “Cell culture” section. KLF4 protein expression has been checked by western blot using an antibody from Santa Cruz (#sc-20691, now discontinued) and using H3 as a loading control (anti-H3, Abcam, ab1791).

### Assembly of the transposase

Tn5 transposase was assembled with methylated adaptors as per the T-WGBS protocol [16]. Ten microliters of each adapter with incorporated methylated cytosines (Tn5mC-Apt1 and Tn5mC1.1-A1block; 100 μM each; Additional file 2: Table S1) was added to 80 μl of water and annealed in a thermomixer with the following program: 95 °C for 3 min, 70 °C for 3 min, 45 cycles of 30 s with a ramp at − 1 °C per cycle to reach 26 °C. Fifty microliters of annealed adapters was incubated with 50 μl of hot glycerol and 10 μl of this mixture was incubated with 10 μl of Ez-Tn5 transposase (from the EZ-Tn5 insertion kit) at room temperature for 30 min to assemble the transposome.

### ATAC-seq and M-ATAC

ATAC-seq and M-ATAC were performed with 50,000 mESC as per the original ATAC-seq protocol [13]. Cells were washed in cold PBS and resuspended in 50 μl of cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630). The tagmentation reaction was performed in 25 μl of TD buffer (Illumina Cat #FC-121-1030), 2.5 μl transposase (either the Nextera transposase (ATAC-seq), or the transposase containing the methylated adaptors (M-ATAC, see section “Assembly of the transposase” for details), and 22.5 μl of nuclease-free H_2_O at 37 °C for 30 min. Purified DNA (on column with the Qiagen Mini Elute kit) either bisulfite converted (M-ATAC, see section “Bisulfite conversion” for details) or directly amplified (ATAC-seq, see “Amplification of ATAC-seq and ChIP-seq libraries” for details).

### ChIP-seq and M-ChIP

ChIP-seq and M-ChIP were performed on mESC as per the original ChIPmentation protocol [14]. Five microliters of CTCF antibody (Millipore 07-729) or 25 μl of KLF4 antibody (R&D AF3158) was combined to protein A (for CTCF) or G (for KLF4) magnetic beads and added to sonicated chromatin (from 200 to 700 bp, checked on agarose gel) from 10 million mESC, for 3 to 6 h rotating in the cold room. Beads were washed as per the original ChIPmentation protocol [14]: twice with TF-WBI (20 mM Tris-HCl/pH 7.4, 150 mM NaCl, 0.1% SDS, 1% Triton X − 100, 2 mM EDTA), twice with TF-WBIII (250 mM LiCl, 1% Triton X-100, 0.7% DOC, and 10 mM Tris-HCl, 1 mM EDTA), and twice with cold Tris-Cl pH 8.0 to remove detergent, salts, and EDTA. During the second wash, the whole reaction was transferred to a new tube to decrease tagmentation of unspecific chromatin fragments sticking to the tube wall. Beads were resuspended in 25 μl of the tagmentation reaction mix (10 mM Tris pH 8.0, 5 mM MgCl2, and 10% v/v dimethylformamide), and tagmentation was performed for 1 min at 37 °C with either 1 μl of the Nextera transposase (ChIP-seq) or the transposase containing the methylated adaptors (M-ChIP, see section “Assembly of the transposase” for details). Then, beads were washed twice with TF-WBI (20 mM Tris-HCl/pH 7.4, 150 mM NaCl, 0.1% SDS, 1% Triton X − 100, and 2 mM EDTA) and twice with TET (0.2% Tween − 20, 10 mM Tris-HCl/pH 8.0, 1 mM EDTA). During the last wash, the whole reaction was transferred to a new tube to decrease carry-over of tagmented unspecific fragments stuck to the tube wall. Chromatin was eluted and decrosslinked by 70 μl of elution buffer (0.5% SDS, 300 mM NaCl, 5 mM EDTA, 10 mM Tris-HCl pH 8.0) containing 20 μg of proteinase K for 2 h at 55 °C and overnight incubation at 65 °C. Eluted and purified DNA was either bisulfite converted (CTCF M-ChIP, see section “Bisulfite conversion” for details) or directly amplified (CTCF ChIP-seq, see “Amplification of ATAC-seq and ChIP-seq libraries” for details).

### Bisulfite conversion

Purified DNA was bisulfite converted following the T-WGBS protocol [16] with the EZ DNA methylation kit (Zymo). Oligonucleotide replacement was performed by incubating 9 μl of tagmented M-ATAC or M-ChIP purified DNA with 2 ng of phage lambda DNA as carrier, 2 μl of dNTP mix (2.5 mM each, 10 mM), 2 μl of 10× Ampligase buffer, and 2 μl of replacement oligo (Tn5mC-ReplO1, 10 μM; Additional file 2: Table S1) in a thermomixer with the following program: 50 °C for 1 min, 45 °C for 10 min, ramp at − 0.1 °C per second to reach 37 °C. One microliter of T4 DNA polymerase and 2.5 μl of Ampligase were added, and the gap repair reaction was performed at 37 °C for 30 min. DNA was purified using SPRI AMPure XP beads with a bead-to-sample ratio of 1.8:1 and eluted in 50 μl of H_2_O. Five microliters was kept as an unconverted control sample, and 45 μl was bisulfite converted using the EZ DNA methylation kit (Zymo). Briefly, the gap repair reaction was performed by adding 5 μl of M-dilution buffer and 15 min incubation at 37 °C, and bisulfite treatment was performed by adding 100 μl of liquid CT-conversion reagent in a thermomixer with the following program: 16 cycles of 95 °C for 15 s followed by 50 °C for 1 h. Converted DNA was purified on a column and amplified (see section “Amplification of M-ATAC and M-ChIP libraries” for details).

### Amplification of ATAC-seq and ChIP-seq libraries

Purified DNA (20 μl) was combined with 2.5 μl of each primer and 25 μl of NEB Next PCR master mix as per the original ATAC-seq protocol [13]. For ATAC-seq, DNA was amplified for 5 cycles and a monitored quantitative PCR was performed to determine the number of extra cycles needed not exceeding 12 cycles in total to limit the percentage of duplicated reads. DNA was purified on a column with the Qiagen Mini Elute kit. For ChIP-seq, DNA was amplified as per the ChIPmentation protocol [14] in a thermomixer with the following program: 72 °C for 5 min; 98 °C for 30 s; 14 cycles of 98 °C for 10 s, 63 °C for 30 s and 72 °C 30 s; and a final elongation at 72 °C for 1 min. DNA was purified using SPRI AMPure XP beads with a bead-to-sample ratio of 1:1 and eluted in 20 μl of H_2_O.

### Amplification of M-ATAC and M-ChIP libraries

Purified converted DNA was amplified as per the original T-WGBS protocol [16]. Briefly, 10 μl of DNA was combined with 1.25 μl of each primer (25 μM each) and 12.5 μl of high-fidelity system KAPA HiFi uracil+ PCR master mix. DNA was amplified for 5 cycles, and a monitored quantitative PCR was performed to determine the number of extra cycles needed, not exceeding 12 cycles in total to limit the percentage of duplicated reads.

### Sequencing of the libraries and data processing

For ATAC-seq, ChIP-seq, M-ATAC, and M-ChIP, libraries were quantified using Kapa qPCR kit and sequenced using the HiSeq 2500 for paired-end 50-bp reads. ChIP-seq for histone modifications in mESC were downloaded from GEO (H3K4me1: GSM1000121, H3K27ac: GSM1000126, H3K4me3: GSM1000124). Data processing was performed as per the pipeline available on Github (https://github.com/skoklab/EpiMethylTag). Briefly, reads were trimmed using trim-galore/0.4.4, and aligned to the mm10 assembly of mouse genome using bowtie2 [25] for ChIP-seq and ATAC-seq, and using Bismark/0.18.1 (bowtie2) [26] for M-ChIP and M-ATAC to account for bisulfite conversion. Reads with quality < 30 and duplicates were removed using Samtools/1.3 [27]. Peaks were called using Macs/2.1.0 [28] with the following parameters: --qvalue 0.01 --nomodel --shift 0 -B --call-summits. Narrow peaks were considered for further analysis. Bigwigs were generated from bam files with RPKM normalization using Deeptools [29] for visualization on IGV.

### Bioinformatic analysis of data

The distribution of fragment lengths was assessed with Deeptools/2.3.3 with option “--maxFragmentLength 1000”, and Pearson correlations of read counts with Deeptools/2.3.3 and default parameters. Heatmaps and average profiles were performed on merged bigwig files using Deeptools/2.3.3. Default parameters from Bismark/0.18.1 (Bowtie2) [26] were used to generate coverage files containing methylation information. Only cytosines in a CpG context were used for subsequent analysis. For Fig. 3d and Additional file 1: Figure S5d, e, the plots were centered on CpGs in M-ATAC peaks from the different groups highlighted in Fig. 3a. For Fig. 4a, lists of CpGs were subsampled using BEDTools [30] to consider only the CpGs inside CTCF motifs, and the average plots were centered on those CpGs. Genomic annotations were performed using ChIPseeker [31]. CTCF motif locations in CTCF M-ChIP/ChIP and M-ATAC, and KLF4 motifs in M-ChIP peaks were determined using the FIMO tool from MEME [32], with the motif PWM from Jaspar database (MA0139.1 for CTCF and MA0039.1 and MA0039.2 for KLF4). PWM was manually modified to look at methylation frequency at different combinations of C2 and C12 dinucleotides of CTCF motif. Scripts are available on Github (https://github.com/skoklab/EpiMethylTag). 

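Of the 9843 and 12365 peaks of the WT samples, 1809 and 2250 overlapped a peak of Klf4-/- cells. Of the 7390 and 5821 peaks of the mutant samples, 690 and 601 did so. The Klf4-/- samples had 9165 and 14841 peaks.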

In order to account for possible lack of specificity of the anti-KLF4 antibody, we filtered out ChIP-seq peaks present in *Klf4*^*−/−*^ cells. Peaks shared or specific to either WT or mutant KLF4 were identified using BEDTools [30]. For the ChIP enrichment versus CpG methylation plots, we plotted the peak score versus the beta values of the CpG probes within the peaks, using peaks called via MACS2 for CTCF (Additional file 1: Figure S6b) and via PeaKDEck for KLF4 (Fig. 4c).

To quantify the probability of clustering CpG probes into low, medium, and highly methylated groups, we assumed that beta values (i.e., the sampling mean) are normally distributed with the mean beta value (*b*) and variance (*b* (1 − *b*))/((*n* − 1)) where *n* is the total number of reads. This allows us to quantify the probability that each probe belongs to its designated cluster as *P*(*b* < *C*_*h*_) − *P*(*b* < *C*_*l*_) where *C*_*h*_ and *C*_*l*_ are the high and low thresholds of the cluster respectively. In Additional file 1: Figure S6g, the points and corresponding contours are colored based on their designated cluster. The *x*-axis is the beta value and the *y*-axis is the probability that beta lies within the cluster limits. For all clusters, more than half of the CpGs have a high probability of being in the assigned group (> 72%).

## Supplementary information

**Additional file 1:** Supplementary Figure S1-S8.

**Additional file 2:** Supplementary Table S1-S5.

## Data Availability

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO) [33]. The following datasets were downloaded from GEO: ChIP-seq in mESC: H3K4me1: GSM1000121, H3K27ac: GSM1000126, H3K4me3: GSM1000124; WGBS and CTCF ChIP-BisSeq in mESC: GSE39739. The pipeline for data processing is available on Github (https://github.com/skoklab/EpiMethylTag) [34].

# Supplementary material for: EpiMethylTag: simultaneous detection of ATAC-seq or ChIP-seq signals with DNA methylation
**Source:** Genome Biol. 2019 Nov 21;20:248. doi: 10.1186/s13059-019-1853-6
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figure S1-S8.

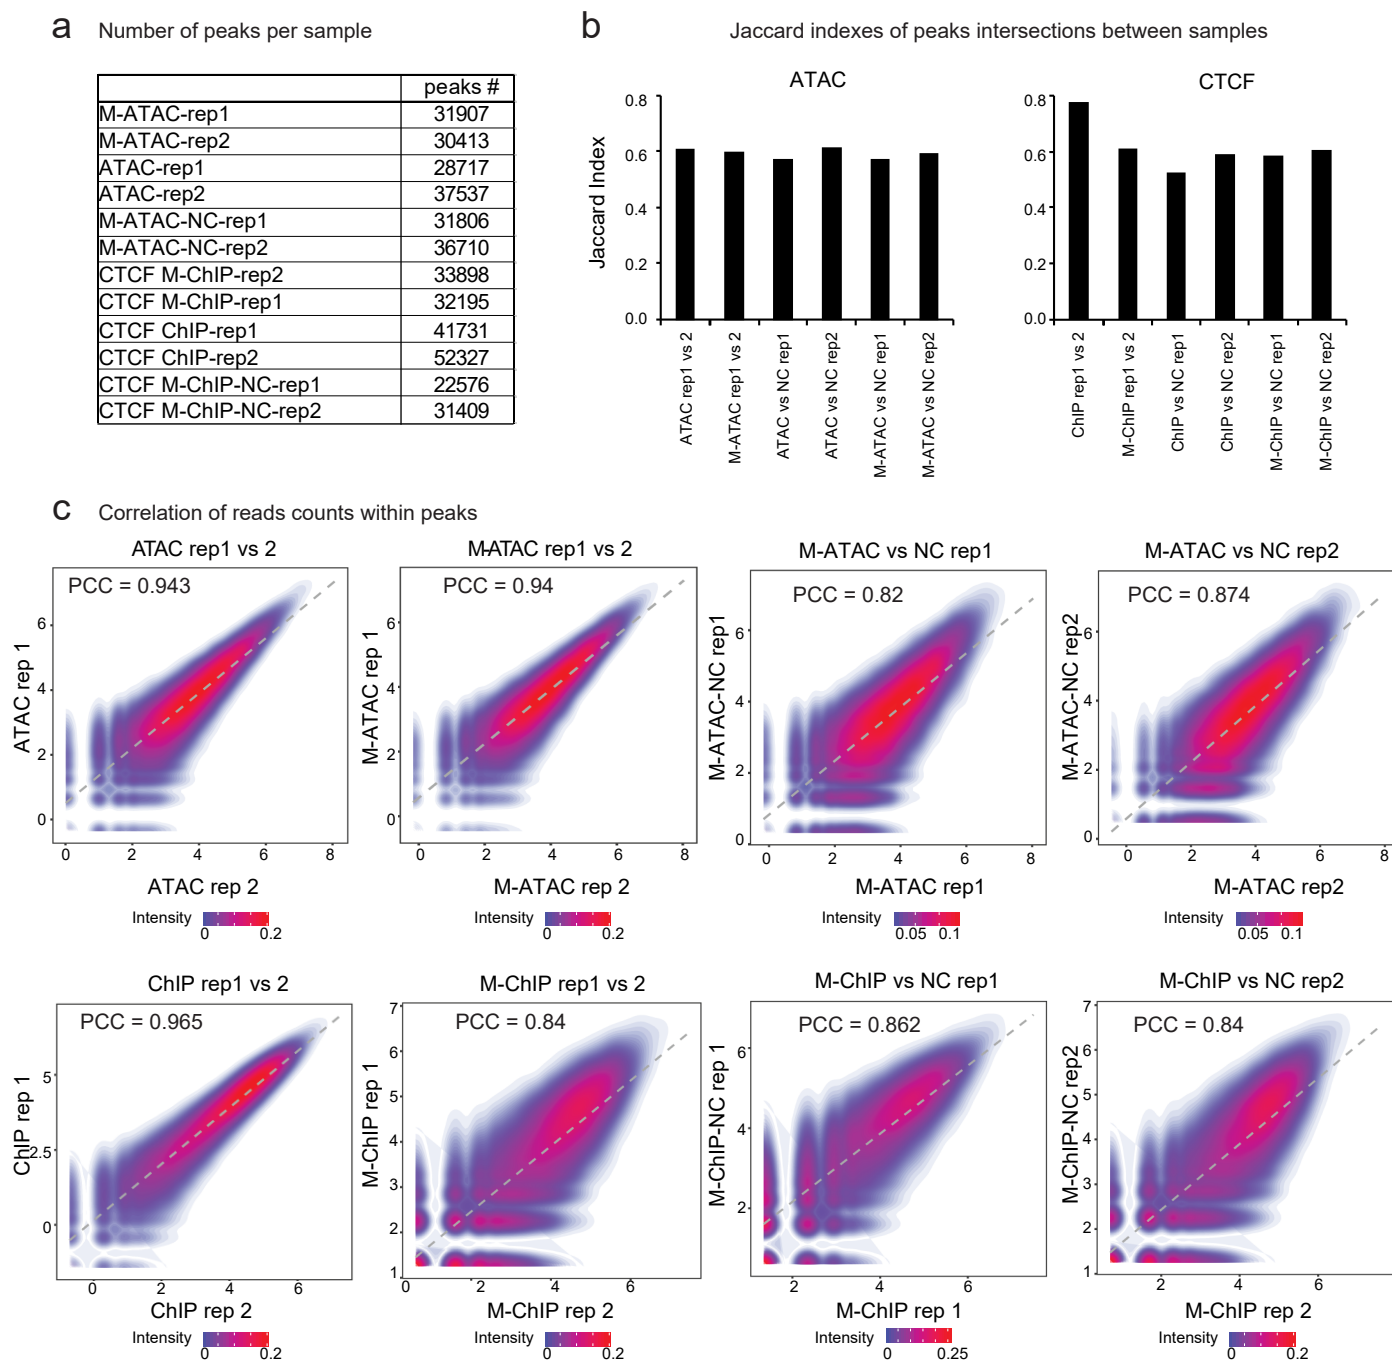

**Figure S1.** Peak calling in EpiMethylTag, ATAC-seq and CTCF ChIP-seq. **a** Table showing number of peaks called for each sample, using MACS2. **b** Jaccard indexes of peak intersections between ATAC, M-ATAC, M-ATAC-NC samples (left panel) and CTCF ChIP-seq, CTCF M-ChIP and CTCF M-ChIP-NC samples (right panel). Jaccard Index = (Intersection / (sample 1 + sample 2 – Intersection)). **c** Scatter plots showing correlation of signal within peaks (union of any peak found in either condition). PCC = Pearson Correlation Curve. The x and y axes represent the log2fold of read counts.

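A Jaccard index of covered base pairs was computed for each pair of samples. Between M-ATAC replicates 3 and 4 and the M-ATAC-NC samples it averaged 0.398, from 0.382 to 0.412 over 4 pairs. It was 0.504 within M-ATAC, 0.542 within M-ATAC-NC and 0.503 within ATAC. All 4 pairs between M-ATAC and M-ATAC-NC were thus lower than the pairs within each group. Pairs of ATAC and M-ATAC averaged 0.406. With all 4 M-ATAC samples the index within M-ATAC ranged from 0.435 to 0.508, and between M-ATAC and M-ATAC-NC it averaged 0.375, from 0.327 to 0.412. Between CTCF M-ChIP and CTCF M-ChIP-NC the index averaged 0.461, from 0.398 to 0.534. It was 0.475 within CTCF M-ChIP and 0.430 within CTCF M-ChIP-NC, so that the range between the groups held both values. The index moved most when overlapping peaks were counted in place of base pairs, to 0.5695 for M-ATAC and M-ATAC-NC, against 0.591 within M-ATAC and 0.631 within M-ATAC-NC. By this count and with all 4 M-ATAC samples it averaged 0.543 between M-ATAC and M-ATAC-NC and 0.546 within M-ATAC. Of the M-ATAC pairs, replicates 1 and 2 had 0.584, above the highest pair with M-ATAC-NC at 0.579, and pairs of replicates 1 or 2 with 3 or 4 had 0.510 to 0.542. The median peak width was 269 and 253 bp in M-ATAC replicates 3 and 4, and 429 and 440 bp in M-ATAC-NC. Such unlike widths lower an index of base pairs even where peaks overlap.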

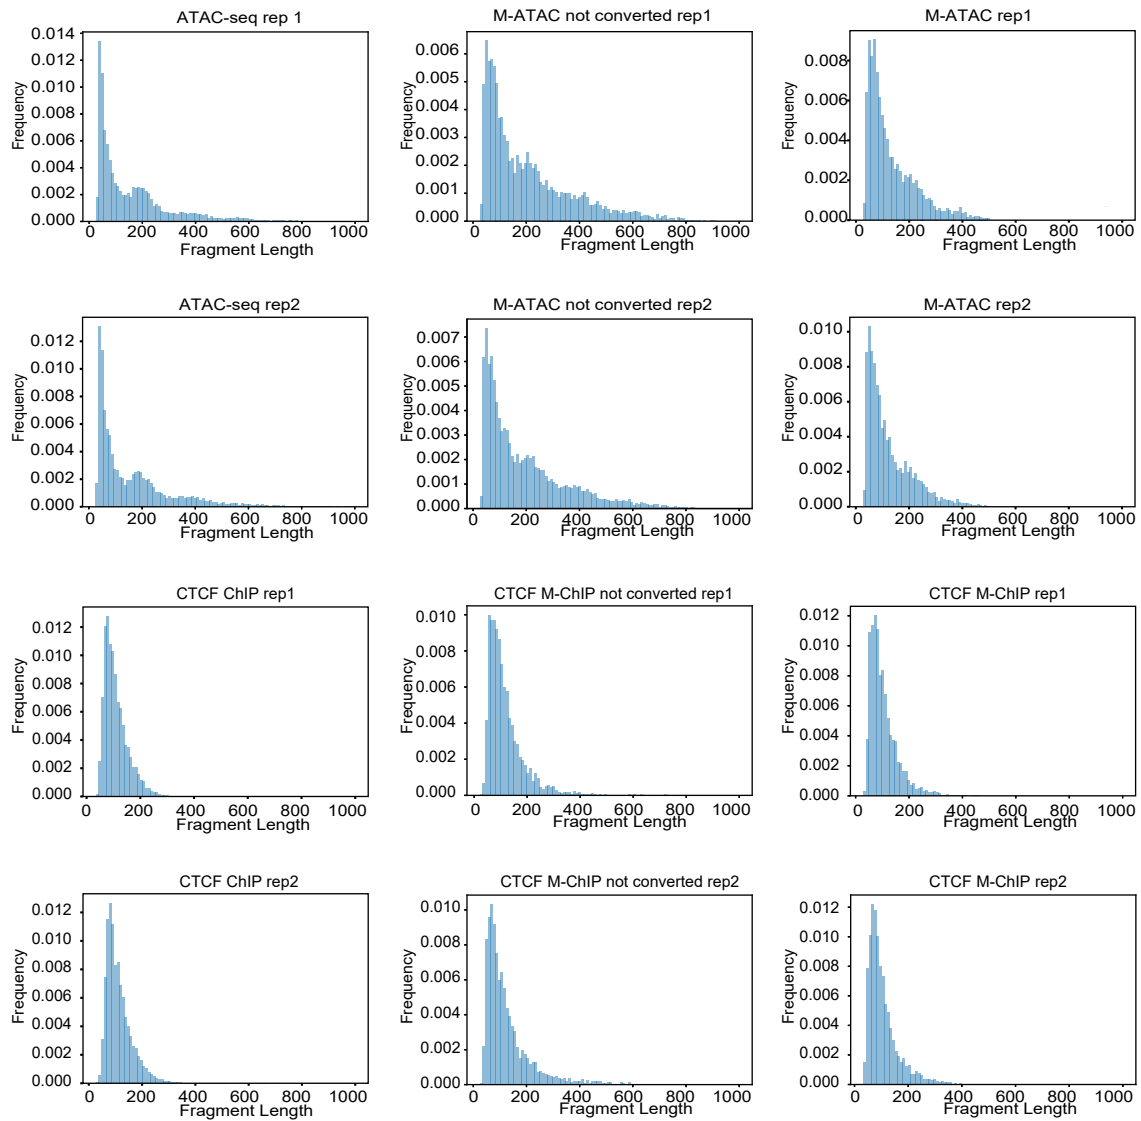

**Figure S2.** Read lengths for all ATAC, M-ATAC, M-ATAC unconverted (M-ATAC-NC), CTCF ChIP-seq, CTCF M-ChIP and CTCF M-ChIP unconverted (CTCF M-ChIP-NC) samples.

Average cytosine methylation relative to its position in M-ATAC peak

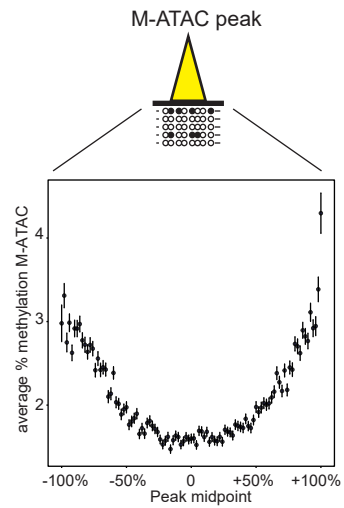

**Figure S3.** Average methylation in M-ATAC peaks for CpGs with coverage of at least 5 reads, relative to the position of the CpGs in the peak.

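Midpoint and edge were also compared among cytosines of similar coverage. With 5 reads the edge bin was higher than the midpoint bin by 2.04 percentage points (standard error 0.173), and with 6 to 7 reads by 1.08 (standard error 0.119). With 8 to 9 reads the difference was -0.001, with 10 to 14 reads -0.186 and with 15 to 19 reads -0.108. It was 0.160 with 20 to 29 reads and 0.387 with 30 to 50 reads (standard error 0.193), where the edge bin held 111 cytosines.

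**Figure D3:**
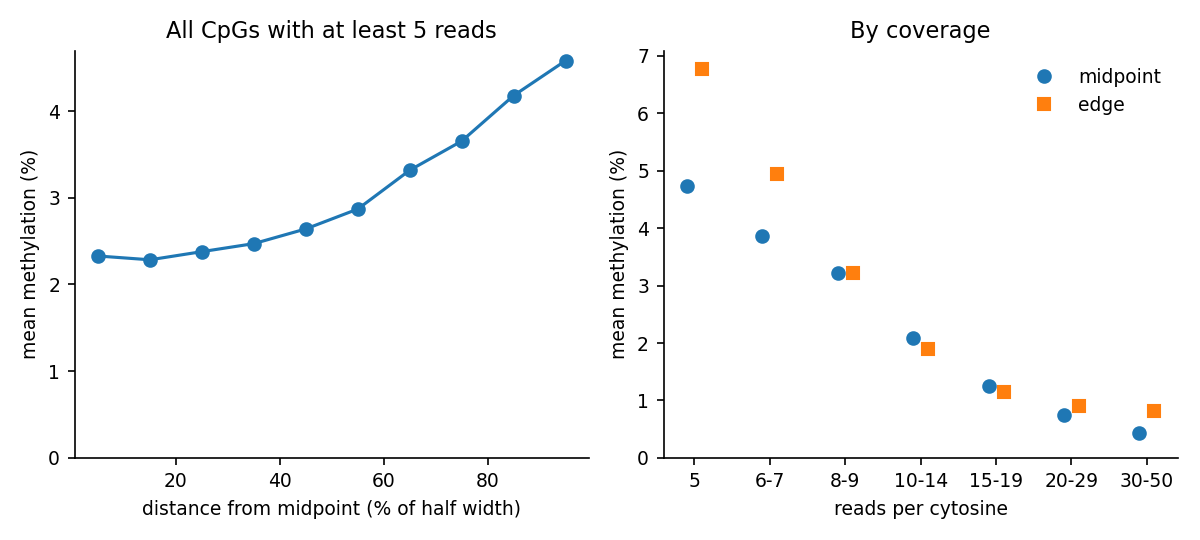
Mean methylation in percent (vertical axes) of cytosines in M-ATAC peaks, left by distance from the midpoint (0) to the edge (100) in percent for all cytosines with at least 5 reads, right by reads per cytosine for the midpoint bin (circles) and the edge bin (squares), without error bars. The edge lies above the midpoint by 2.04 percentage points with 5 reads, while with 8 to 9 reads both lie at 3.22%.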

Figure S4

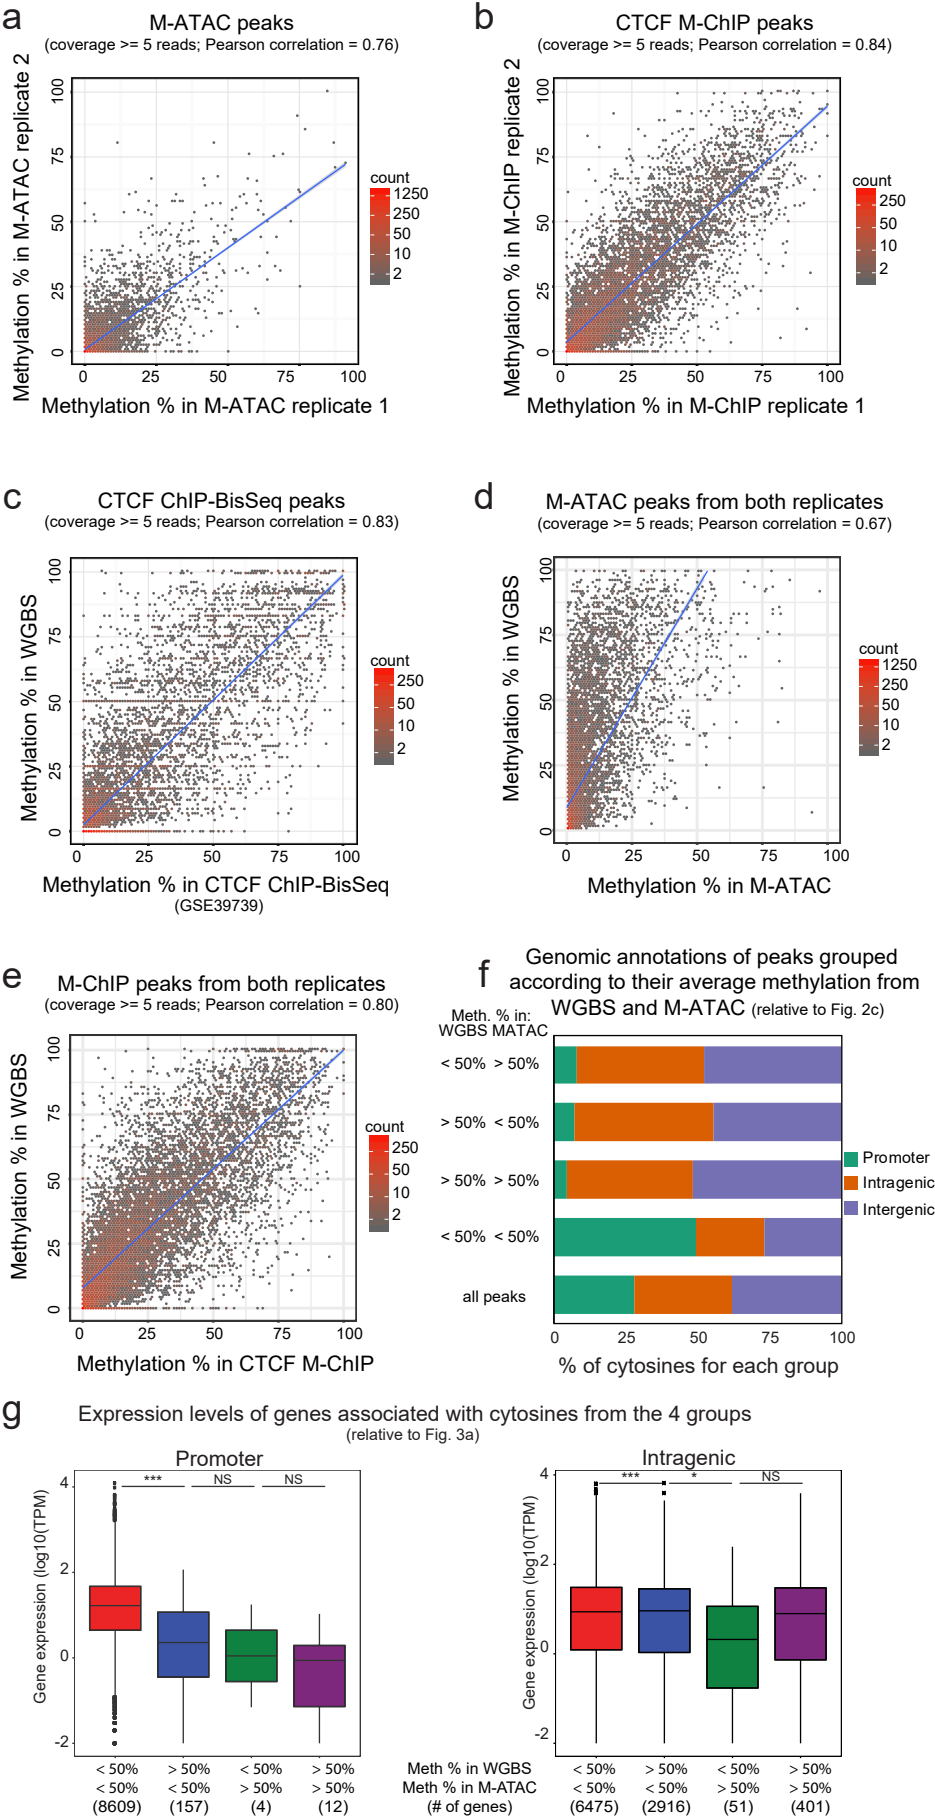

**Figure S4.** Density plots of average methylation correlations for cytosines with coverage of at least 5 reads. **a** Average cytosine methylation from a M-ATAC replicate 1 versus replicate 2 in M-ATAC peaks (Pearson Correlation = 0.76, p-value < 2.2e-16). **b** CTCF M-ChIP replicate 1 versus replicate 2 in CTCF M-ChIP peaks (Pearson Correlation = 0.84, p-value < 2.2e-16). **c** CTCF ChIP-BisSeq (GSE39739) from Dirk Schubeler lab versus WGBS in CTCF ChIP-BisSeq peaks (Pearson Correlation = 0.83, p-value < 2.2e-16). **d** Average methylation of CpGs per M-ATAC peak in M-ATAC versus WGBS, only for M-ATAC peaks that overlap between both replicates (Pearson Correlation = 0.67, p-value < 2.2e-16). **e** Average methylation per CTCF M-ChIP peak of CpGs in CTCF M-ChIP versus WGBS only for M-ChIP peaks that overlap between both replicates (Pearson Correlation = 0.80, p-value < 2.2e-16). **f** Genomic annotations of peaks grouped according to their average methylation from WGBS and M-ATAC (relative to **Fig. 3c**, top panel). Promoter: TSS - 3kb to +3kb; intragenic: introns, exons, 5'UTR, 3'UTR and TTS, intergenic: distal from promoter >3kb. **g** Transcriptional output for the 4 groups of M-ATAC peaks according to their average methylation from WGBS and M-ATAC from **Figure S4d**, for the cytosines at promoters (left panel, see **Figure S4d**). \*\*\*P=1.25e-28 between groups #1 and 2, <sup>NS</sup>P=0.19 between groups #2 and 3, <sup>NS</sup>P=0.58 between groups #3 and 4 (Wilcoxon test), and for the cytosines at intragenic regions (right panel, introns, exons, 5'UTR, 3'UTR, see **Figure S4d**). \*\*\*P= 0.0001 between groups #1 and 2, \*P= 0.02 between groups #2 and 3, <sup>NS</sup>P= 0.1 between groups #3 and 4 (Wilcoxon test).

Figure S5

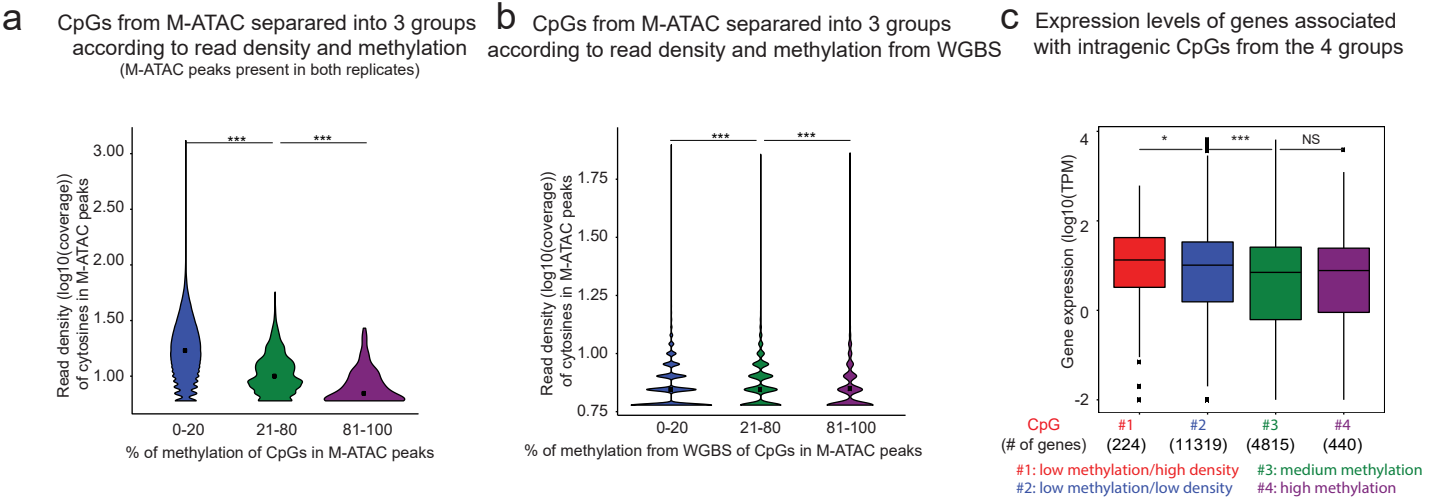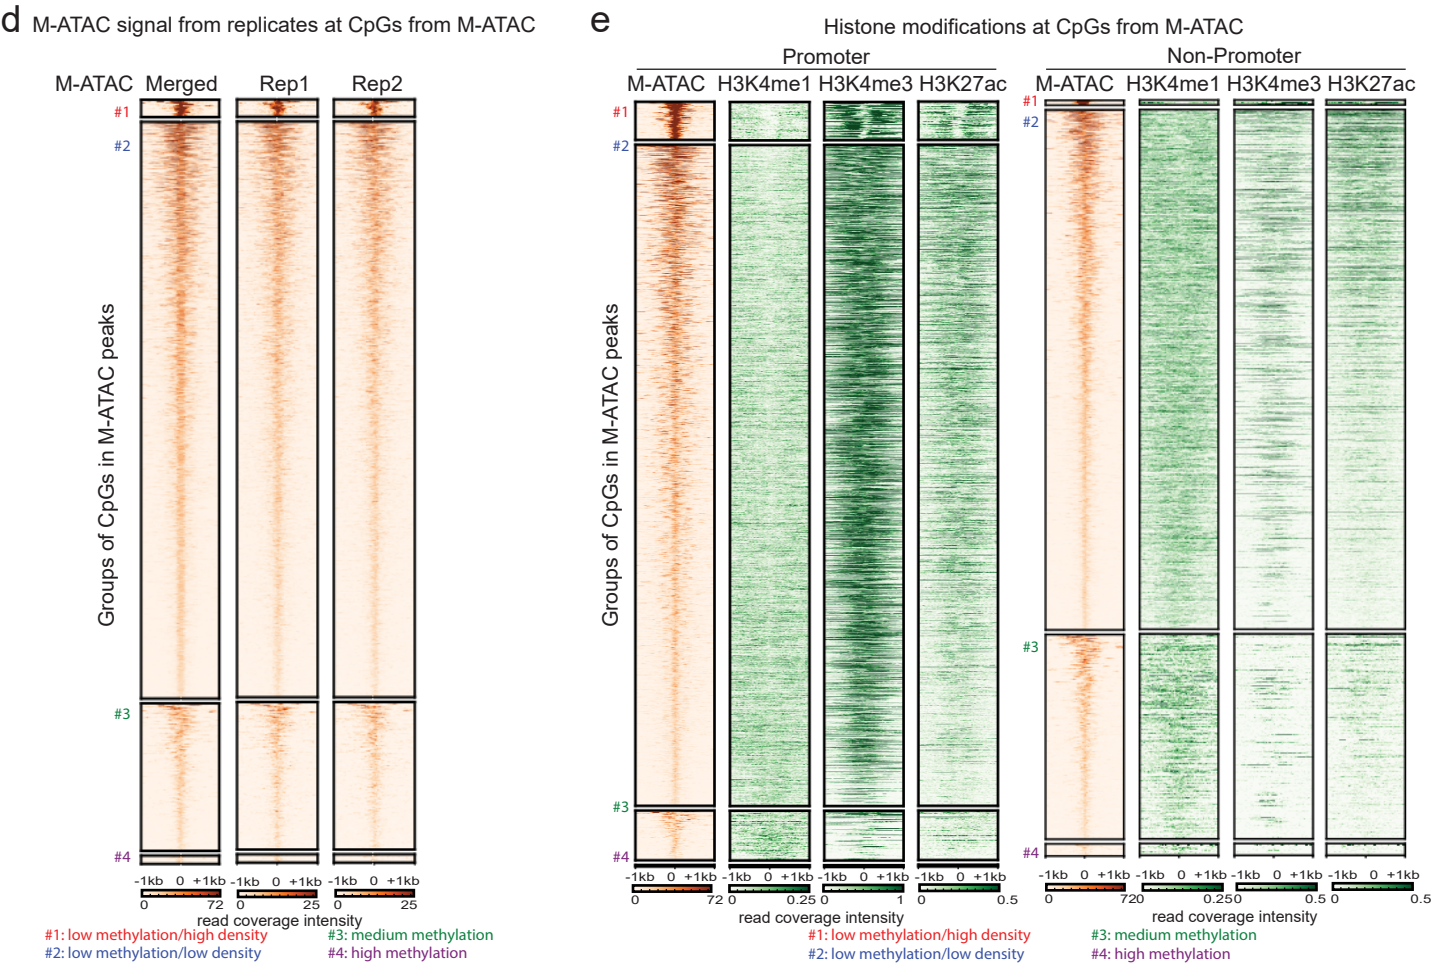

**f** CpGs from M-ATAC separated into 4 groups according to read density and methylation (M-ATAC peaks from merged replicates)

| M-ATAC group (Fig. 3a)                                   | 1     | 2       | 3     | 4    |
|----------------------------------------------------------|-------|---------|-------|------|
| number CpGs                                              | 22932 | 1348931 | 39321 | 1652 |
| number M-ATAC peaks                                      | 1858  | 44651   | 17069 | 1137 |
| number CTCF M-ChIP peaks                                 | 122   | 6526    | 1845  | 80   |
| number CTCF motifs                                       | 206   | 11062   | 734   | 28   |
| number unique CpGs within CTCF motifs (used for Fig. 4a) | 288   | 17133   | 758   | 25   |
| percentage of CpGs within CTCF motifs                    | 1.26  | 1.27    | 1.93  | 1.51 |

**Figure S5. M-ATAC.** **a** CpGs in M-ATAC peaks that overlap between both replicates were divided into three groups according to methylation status from M-ATAC: 1/ Low Methylation (<20%, 423379 CpGs), 2/ Intermediate methylation (20-80, 7390 CpGs), 3/ High methylation (>80%, 162 CpGs). **b** CpGs in M-ATAC peaks were divided into three groups according to methylation status from WGBS: 1/ Low Methylation (<20%, 351561 CpGs), 2/ Intermediate methylation (20-80, 58655 CpGs), 3/ High methylation (>80%, 17385 CpGs). Of note, a cutoff of 5 reads coverage were applied, and as opposed to **Fig. 3a**, no additional division was made based on coverage. \*\*\*P <0.001 (Wilcoxon test). **c** Transcriptional output for the 4 groups from **Fig. 3a**, for the CpGs in M-ATAC peaks at intragenic regions (introns, exons, 5'UTR, 3'UTR, see **Fig. 3b**). \*P= 0.028 between groups #1 and 2, \*\*\*P= 1.38e-38 between groups #2 and 3, <sup>NS</sup>P= 0.88 between groups #3 and 4 (Wilcoxon test). **d** Heatmaps of M-ATAC from individual replicates compared to merged replicates for the 4 groups of CpGs in M-ATAC peaks from **Fig. 3a**. **e** Heatmaps of M-ATAC, H3K4me1, H3K4me3 and H3K27ac signal corresponding to the average profiles shown in **Fig. 3d** for the 4 groups of CpGs in M-ATAC peaks from **Fig. 3a** at promoters (left panel) versus non-promoters (right panel). **f** Table showing the number of CpGs, M-ATAC and CTCF M-ChIP peaks, CTCF motifs and CpGs within CTCF motifs for the 4 groups of CpGs in M-ATAC peaks from **Fig. 3a**.

Figure S6

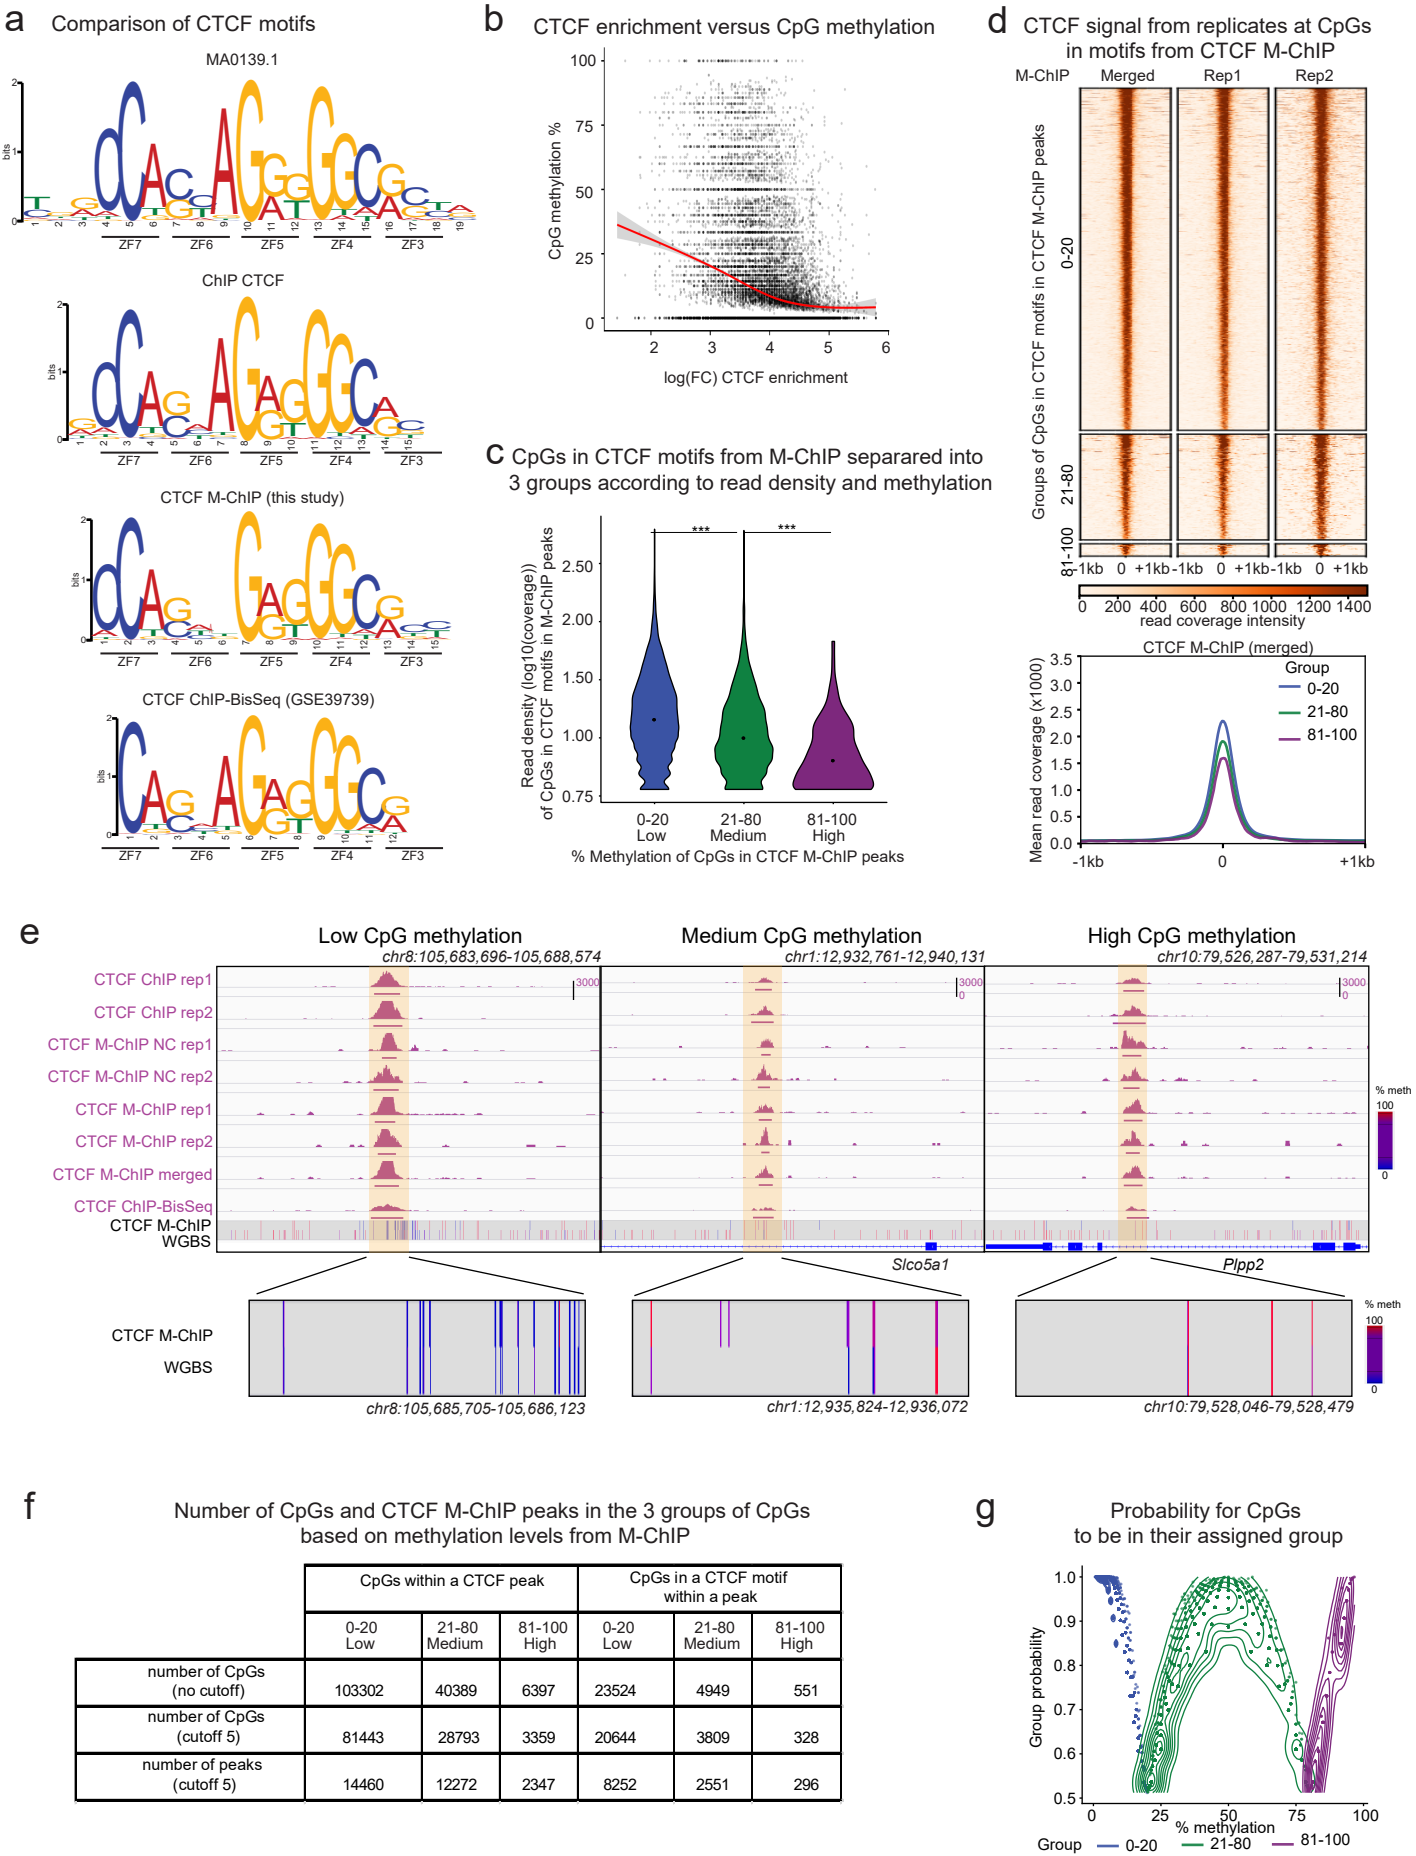

**Figure S6.** CTCF M-ChIP. **a** Comparison of CTCF motifs found using CTCF ChIP-seq and CTCF M-ChIP. **b** Scatter plot showing the relationship between CTCF enrichment and CpG methylation within the CTCF motifs in CTCF M-ChIP peaks. **c** CpGs within CTCF motifs in M-ChIP peaks that overlap between both replicates were divided into three groups according to methylation status from M-ChIP: 1/ Low Methylation (<20%, 20644 CpGs), 2/ Intermediate methylation (20-80, 3809 CpGs), 3/ High methylation (>80%, 328 CpGs). **d** Heatmaps of CTCF M-ChIP signal from individual replicates compared to merged replicates for the 3 groups of CpGs in M-ChIP peaks from **Figure S6c** and average profile for merged replicates. **e** Representative IGV screenshots of the 3 groups of CpGs in a CTCF motif within a CTCF peak shown in **Figure S6c** based on methylation levels from CTCF M-ChIP. **f** Table showing the number of CpGs and CTCF M-ChIP peaks depending on methylation levels of either all CpGs in CTCF peaks or only CpGs within a CTCF motif. **g** Scatter plot showing probability of the CpGs in a CTCF motif for **Figure S3c** being in their assigned group.

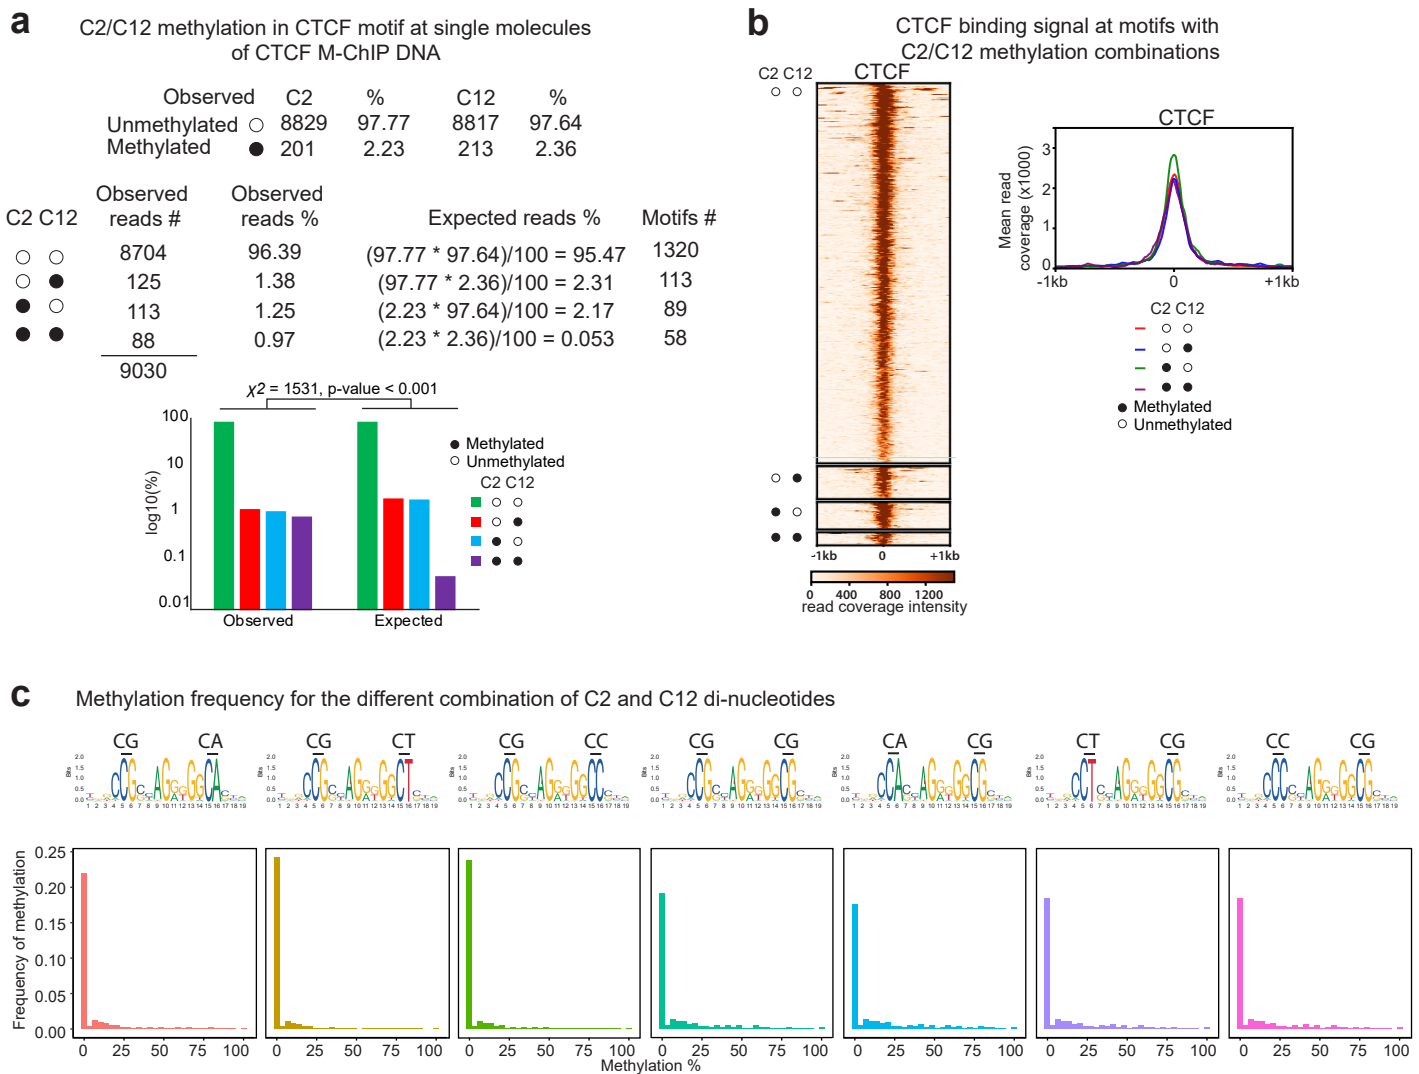

**Figure S7.** Methylation at C2 and C12 CpGs within CTCF motif. **a** Tables and histogram representing the number of cytosines at position C2 and C12 in the CTCF motif MA0139.1 in CTCF M-ChIP peaks as well as the frequency of the observed versus expected co-occurrence of methylation at C2 and C12 ( $\chi^2 = 1531$ , p-value < 0.001), and the number of CTCF motifs for each C2/C12 methylation combination. **b** Heatmap and average profile of CTCF M-ChIP signal at CTCF motifs with C2/C12 methylation combinations. **c** Frequency of methylation in the CTCF motif from CTCF M-ChIP, for the 7 possible combinations of base variations associated with C at positions 2 (1st couple of nucleotides) and 12 (2d couple of nucleotides).

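A C12 CpG had a mean methylation of 14.0% in motifs without a CpG at C2 (9277 cytosines, 95% bootstrap interval 13.6 to 14.5). The difference of 11.6 from motifs with a CpG at C2 (permutation test, two-sided, p = 1e-05, the smallest possible) had the same direction on 20 of 20 chromosomes. The cytosines tested are not independent replicates. A C2 CpG had 1.53% in motifs with a C12 CpG (1.19 to 1.91) and 3.40% in motifs without (2.71 to 4.19). Median peak fold was between 11.6 and 11.8 in the 4 sets. The median score of the motif match was 15.4 for C12 with a C2 CpG and 17.9 without. For C2 it was 15.5 with a C12 CpG and 13.9 without. The sequence around the motifs was not compared.

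**Figure D4:**
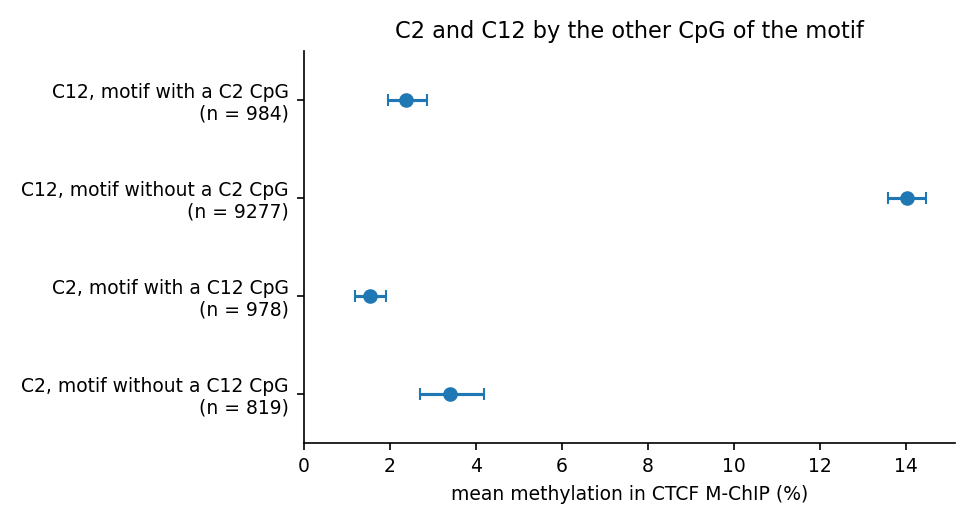
Mean methylation in CTCF M-ChIP in percent (horizontal axis) of C2 and C12 cytosines with at least 5 reads, split by whether the other position of the motif is a CpG, with 95% bootstrap intervals. C12 without a C2 CpG lies at 14.0%, and the other 3 sets lie between 1.53% and 3.40%.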

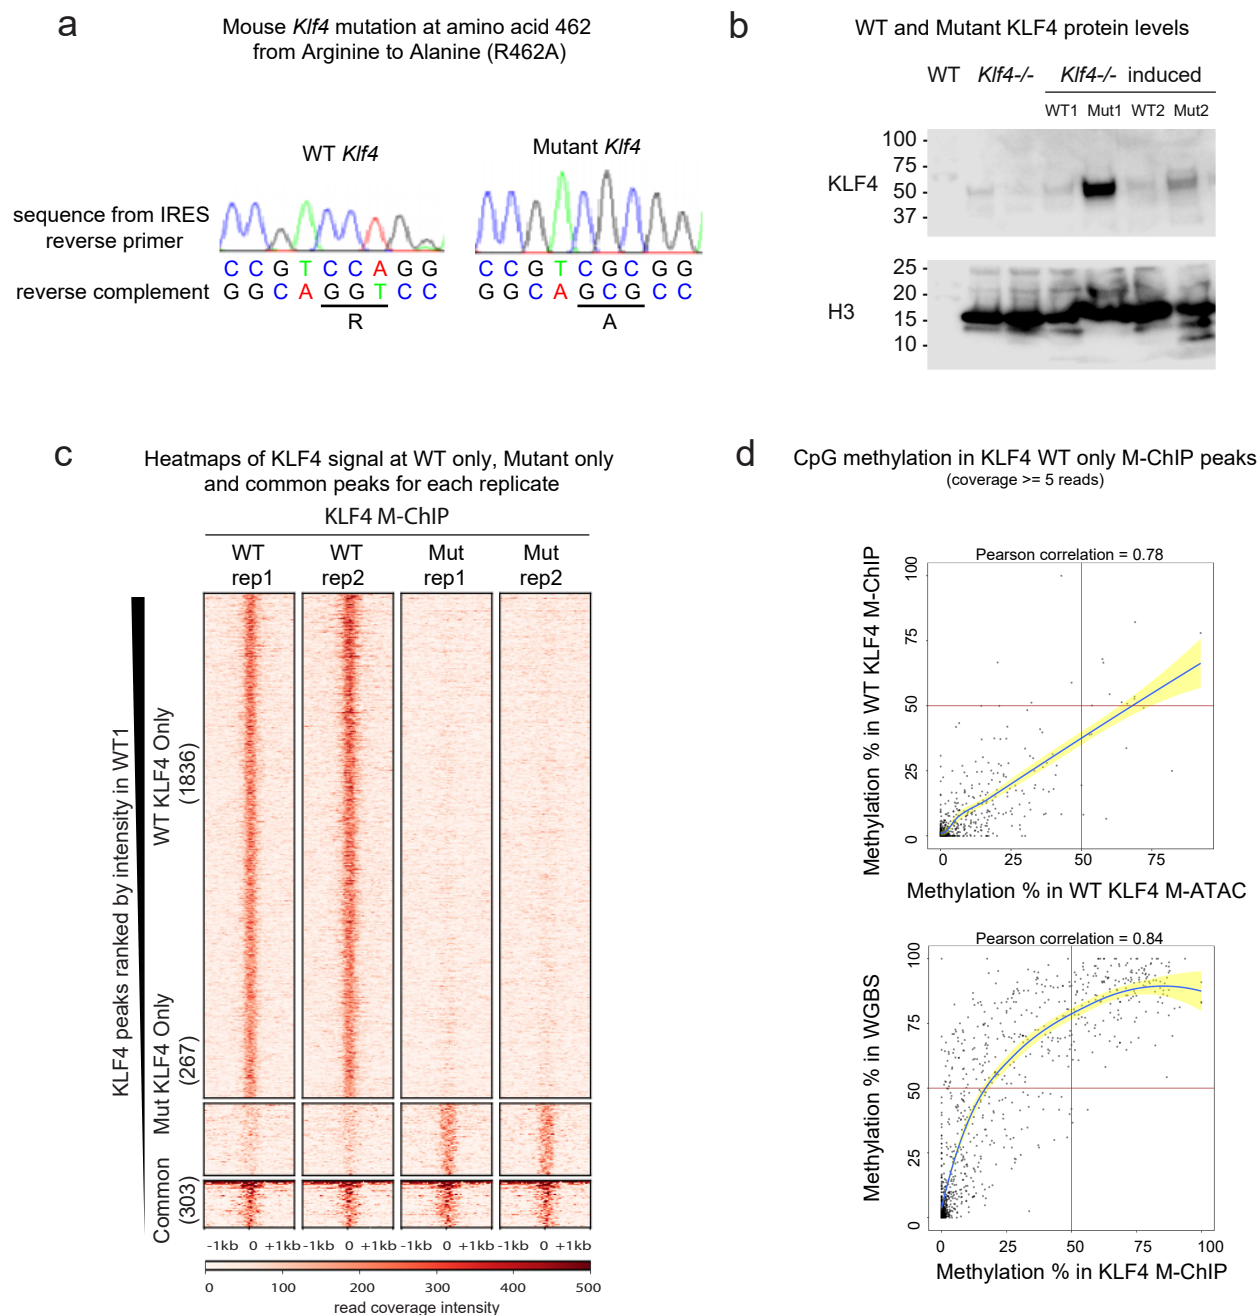

**Figure S8.** KLF4 mutation. **a** Sequencing from the IRES reverse primer of WT versus Mutant *Klf4*. The reverse complement of the sequence highlights the wild type (Arginine, R) and mutant (Alanine, A) *Klf4*. **b** Western blot showing the levels of KLF4 protein and H3 bulk histone in WT mESC, *Klf4*<sup>-/-</sup> mESC and *Klf4*<sup>-/-</sup> mESC that expressed either a WT or a mutant version of KLF4. **c** Heatmap showing the binding profile of WT and mutant KLF4 R462A duplicates at WT specific (1836), mutant specific (267) and common (303) KLF4 M-ChIP peaks defined in **Fig. 4d**. **d** Average cytosine methylation from M-ATAC versus KLF4 M-ChIP in WT KLF4 expressing cells (top panel, Pearson Correlation = 0.78, p-value < 2.2e-16) and from KLF4 M-ChIP versus WGBS (bottom panel, Pearson Correlation = 0.84, p-value < 2.2e-16) for CpGs within WT specific KLF4 M-ChIP peaks.

How the deposited data were processed for this re-analysis (not part of the article)

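Peaks and methylation were measured in mESC by M-ATAC (4 samples), CTCF M-ChIP, the unconverted controls of both, ATAC and CTCF ChIP, with 2 samples in each other group, and in Klf4-/- mESC with WT, R462A mutant or no KLF4, with 2 samples in each group. The authors trimmed reads and aligned them to mm10, with Bismark for M-ATAC and M-ChIP and with bowtie2 for ATAC and ChIP. The paper does not say which aligner was used for the unconverted controls. Reads of low quality and duplicates were removed, and peaks were called with MACS2 for mESC and PeaKDEck for KLF4. The deposited MACS2 lists give for each summit a score, a ratio (fold enrichment over the local background), a −log10 p-value and a −log10 q-value. The deposited PeaKDEck lists give a p-value for each peak. The authors' methylation tables give a count of methylated reads, a count of unmethylated reads and a percent for each cytosine of the merged replicates. The deposited motif list gives a FIMO score and p-value for each match to MA0139.1. The authors' expression table gives TPM of merged replicates, and the aligner and annotation behind it are not stated in the paper.

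The 4 KLF4 lists of WT and mutant cells belong to samples titled as M-ATAC, while the methods name PeaKDEck for KLF4. Their library names are those given for KLF4 M-ChIP, and they were used as KLF4 peaks with this doubt. M-ATAC replicates 3 and 4 are the samples of Table S2 and were used first, followed by all 4.

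Peak regions were counted once whatever the number of summits. The Jaccard index was taken over covered base pairs. Cytosines, which the paper calls CpGs, were counted on their own strand with at least 5 reads, once in M-ATAC peaks and once per motif match in CTCF motifs. Low methylation was below 20% and high methylation above 80%, and high coverage was over 50 reads. Promoters were within 3 kb of a transcription start of GENCODE M21. C2 and C12 were motif positions 5 and 15. M-ATAC peaks were also scanned with a matrix built from the deposited motif matches, with the 5th percentile of their scores as the limit. KLF4 sets were stretches shared by both replicates without overlap to Klf4-/- peaks, and the core GGGYGTGG was compared with random windows matched on width and on GC content in 25 bins.

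Groups of samples were compared by exact permutation tests, two-sided, whose smallest p with 2 against 2 is 0.333. Samples paired by replicate number, with M-ATAC 3 and 4 as 1 and 2 after Figure S1a, were also compared by a sign-flip test, whose smallest p is 0.5. Table S2 has the peak numbers of CTCF M-ChIP replicates 1 and 2 in the opposite order to Figure S1a. Cytosines at C2 and C12 were compared by permutation tests with 100000 resamples, and p-values were adjusted by Benjamini-Hochberg in each family. On simulated data with no difference the permutation test gave p under 0.05 in 7% of 100 runs and the sign-flip test in 3%. With 5 percentage points both did in 100% of runs. The simulated cytosines were independent of each other, so these runs do not bear on dependence among the real ones. Merged tables have no replicates, so no p-value was given between the groups of CpGs by methylation and coverage. Wilson, order-statistic and bootstrap 95% intervals, chromosomes and 10000 random gene lists were used instead. The tests of C2 and C12 took cytosines or motifs of a merged table as units, which are not independent replicates. Counts of cytosines or peaks in a set were taken as moved beyond 1.5 times the first value. For other values without replicates the spread that separated moved values from the same was the SD over chromosomes for rho and position, the SD over sample pairs for the Jaccard index, and the 95% interval otherwise. Dixon's ratio for the 4 M-ATAC samples was 0.569, under its critical value of 0.829.

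Reads after removal of duplicates, from Table S2, ranged from 2346710 for a CTCF M-ChIP sample to 16193923 for a CTCF ChIP sample. Peak numbers were not brought to 1 depth. With 5 reads the methylation of a cytosine moves in steps of 20%.

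Alternatives changed 1 choice at a time, except the group setting found by search, which changed the counting, the minimum, the bounds and the read limit together: the coverage minimum (at least 1, more than 5 or at least 10 reads), the high coverage limit (30 reads), the −log10 q minimum (5), the motif p (at most 1e-05), overlap (50% reciprocal), promoters (1 kb), TPM (at least 1), the counting of summits and strands, Klf4-/- removal, and each replicate left out. Genes were named if the paper names them, with the 3 peaks of highest lower bound of methylation and the 3 genes of highest TPM with a group 4 promoter cytosine. Signal along the genome, whole-genome bisulfite sequencing, histone marks, ChIP-BisSeq, single reads and methylation of single replicates were not analysed here. Tools were python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, pyfaidx 0.9.0.4, bedtools 2.31.1 and samtools 1.23.1.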

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

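The test for copies was set before its result was seen, and no test of this part was chosen afterwards. In M-ATAC peaks 8 cytosines had over 50 reads and over 20% methylation, while the paper states that it detected none. The 8 had 51 to 57 reads. With both cytosines of a CpG combined the number was 76, with high coverage over 30 reads 101, and in peaks of both M-ATAC samples 5. The 8 lay on chromosome 1 at position 139412589, on chromosome 3 at 8866397, on chromosome 9 at 3002154 and 21291312, on chromosome 11 at 3146976 and 3146980, and on chromosome 19 at 53390810 and 53390816, and were named because the set is small, after their values were seen. The highest methylation was 78.6% (44 of 56 reads), on chromosome 9 at 3002154. Sequence with several exact copies in the reference may gather reads of other places. Of the 8 cytosines, 2 lay in a 31 bp sequence with 2 or more places, and the cytosine of highest methylation lay in one with 13 places. For the other 6 the reference shows 1 place, but copies that the reference lacks or that differ by a base were not tested, so that reads from copies and methylation in open chromatin cannot be told apart. The design holds no second condition for these cells, and no biological explanation was tested.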

How the results depend on the processing

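Over 49 results 182 alternative values were computed, of which 158 had been set before the data were examined and 24 were added after seeing the data. The added ones left out each KLF4 replicate, took whole KLF4 peaks of replicate 1, the other cytosine of each CpG, each motif cytosine once, motif matches from a scan of M-ATAC peaks, and the group setting found by search. Of these 118 stayed within the spread, within 1.5 times the count or on their side of the threshold, 61 moved, 1 became weaker and 2 reversed. Counts stayed if they were within 1.5 times the first value, so that a count with this label may still have changed by up to that factor. For other values without replicates the spread was the SD over chromosomes or sample pairs, or the 95% interval. The cause was not tested for any of the changes below.

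M-ATAC minus ATAC peak regions reversed from 1289 to -1967 when each summit was counted, and to -1987.5 without ATAC replicate 1. Across the 4 fits that each left out one replicate, it ranged from -1987.5 to 4565.5. M-ATAC minus M-ATAC-NC ranged from -4320.5 to -614.5, CTCF M-ChIP minus CTCF M-ChIP-NC from 1626.5 to 9835.5, CTCF M-ChIP minus CTCF ChIP from -17536.5 to -7949.5, and WT minus mutant KLF4 from 3237.5 to 5759.5. These 4 kept their direction. The CTCF M-ChIP difference of 5731 from CTCF M-ChIP-NC was 1626.5 without CTCF M-ChIP-NC replicate 1 and 9835.5 without CTCF M-ChIP-NC replicate 2. M-ATAC minus M-ATAC-NC was -614.5 without M-ATAC-NC replicate 2 and -4320.5 without M-ATAC-NC replicate 1. CTCF M-ChIP minus CTCF ChIP was -7949.5 without CTCF ChIP replicate 2. With the replicate block the exact paired p was 1 for both M-ATAC comparisons and 0.5 for the other 3, where 2 pairs cannot go below 0.5, so that no p-value here speaks for or against stability.

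The Jaccard index of M-ATAC and M-ATAC-NC moved to 0.5695 by number of peaks, 0.318 with 50% reciprocal overlap and 0.412 with the 20000 peaks of highest fold. For CTCF M-ChIP it moved to 0.602 by number of peaks.

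With at least 10 reads the difference between edge and midpoint moved to 0.431, and with at least 1 read to 3.59. At that minimum of 10 reads groups 2, 3 and 4 moved to 487934, 10225 and 153 cytosines, and rho to -0.0424. With more than 5 reads group 3 moved to 34262. With both cytosines of a CpG combined group 1 moved to 52824, with high coverage over 30 reads to 72573, and with each cytosine counted once per summit group 2 moved to 1552295. In peaks of both M-ATAC samples groups 3 and 4 moved to 19140 and 396. The 8 cytosines of over 20% methylation at high coverage moved to 76 with both cytosines of a CpG combined, 101 with high coverage over 30 reads and 5 in peaks of both M-ATAC samples.

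Promoter shares minus those of all peaks moved to 56.2 for group 1 with promoters within 1 kb. With cytosines in place of peaks they moved to 15.5, 3.21, -55.96 and -63.7 for groups 1 to 4. With genes of at least 1 TPM the medians moved to 26.03, 18.58, 11.9 and 6.64 TPM for groups 1 to 4. With promoters within 1 kb they moved to 9.06 for group 2 and 1.87 for group 3, and with at least 10 reads to 10.2 and 0.35. The order of the groups held under these alternatives.

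A minimum of 10 reads moved rho of CTCF fold and methylation to -0.0435, and the median folds to 14.0, 13.3 and 12.6 for low, intermediate and high methylation. With motif p at most 1e-05 the fold at low methylation moved to 12.4, and with the stricter peak threshold that at intermediate methylation to 10.5. The motif shares of groups 1, 2 and 3 moved to 0.137%, 0.865% and 0.587% with motif p at most 1e-05. With motif matches from the scan of M-ATAC peaks the shares of groups 1 to 4 moved to 1.69%, 2.63%, 2.25% and 1.54%. With peaks of both CTCF M-ChIP replicates the bound shares moved to 6.54%, 32.6%, 27.7% and 22.2% for groups 1 to 4, and the median folds to 11.1, 13.2 and 12.2 for groups 1 to 3. With high coverage over 30 reads the bound shares moved to 19.7% and 43.7% for groups 1 and 2, and the fold of group 1 to 10.6. Group 4 rests on 27 motif cytosines, which limits every statement on it.

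Within motifs the difference of C12 and C2 fell to 0.472 with at least 10 reads (sign-flip permutation test, p = 0.0691), where 468 motifs were left. Over all motifs the difference kept its direction and its side of the threshold.

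The KLF4 common set moved to 505 without removal of Klf4-/- peaks. With peaks in the upper part of each list by score the WT-only, common and mutant-only sets moved to 1291, 170 and 350. With GGGTGTGG the shares moved to 16.2% of WT-only and 0% of common peaks.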

Differences from the paper's values

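The group 3 CpGs lay in 26786 peak regions, against the paper's 17069. With more than 5 reads the number was 17666, within 1.5 times the paper's. With at least 10 reads (6343), high coverage over 30 reads (26771) and peaks of both samples (8011) the gap stayed. A setting found after seeing the data, by searching 32 settings for the paper's group sizes, gave 17069.

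CTCF motifs held 48 group 1 and 13 group 4 cytosines, against the paper's 288 and 25. The shares were 0.312%, 0.917% and 0.742% in groups 1, 3 and 4, against the paper's 1.26%, 1.93% and 1.51%. The alternative of motif p at most 1e-05, set before the data were examined, closed none of these gaps. With matches from scanning M-ATAC peaks, a setting chosen after seeing the data, groups 1 and 4 held 260 and 27 cytosines. The shares of groups 1, 3 and 4 were then 1.69%, 2.25% and 1.54%. Group 3 then held 1288, against the paper's 758, and the share of group 2 was 2.63%, against 1.27%. Both lie outside 1.5 times, so that the scan closed some gaps and opened others. Shares here are of distinct cytosines, while the paper's are of its own group sizes.

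In peaks of both M-ATAC replicates 675845, 19145 and 396 cytosines had low, intermediate and high methylation, against the paper's 423379, 7390 and 162. None of the alternatives set before the data were examined was computed for these numbers.

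C2 had 1797 cytosines, against the paper's 921, and C12 10261, against the paper's 4884. The paper also requires at least 5 reads in whole-genome bisulfite sequencing, which was not required here, so that the numbers are of unlike sets. With at least 10 reads the numbers were 955 and 5498, within 1.5 times the paper's, and with motif p at most 1e-05 C2 had 1201 as well. The other alternatives left the gap: at least 1 read (2347 and 13278), both cytosines combined (2343 and 12920), the best match per peak (1510 and 9463), and for C12 motif p at most 1e-05 (8916).

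Mean methylation of the M-ATAC peak at Klf4 was 2.14%, against the paper's 0.697%. With at least 1 read it was 2.06%, and as the mean of percentages 2.16%, so that neither alternative closed the gap. The paper's value is for a longer interval, in which 24 cytosines of the deposited table had a mean of 1.98%.

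The mutant-only KLF4 set held 584 peaks, against the paper's 267 in its legends, where the common set has 303. Fig. 4d shows these numbers exchanged, and the gap is there with either, while the common set of 259 is within 1.5 times both. With peaks in the upper part of each list by score the mutant-only set held 350, within 1.5 times either of the paper's numbers. The common set then held 170, outside 1.5 times either, so that this setting closed 1 gap and opened another. With 50% reciprocal overlap (507), no removal of Klf4-/- peaks (703) and removal of those in both replicates alone (680) the gap stayed.

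Genes with a promoter CpG of groups 3 and 4 numbered 5557 and 163, against about 970 and about 29 of the paper's in Fig. 3c, read by eye. With at least 10 reads they were 1063 and 20, within 1.5 times, while promoters within 1 kb (4000 and 71) and genes of at least 1 TPM (2724 and 45) left the gap.

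Promoter shares of the peaks of groups 3 and 4 were 25.1% and 14.4%, against about 13% and about 7% of the paper's in Fig. 3b, read by eye. With promoters within 1 kb they were 17.3% and 6.97%, within 1.5 times, and with cytosines in place of peaks 23.2% and 15.5%, which left the gap.

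Methylation at the peak edges was 4.58%, against about 3.0% of the paper's in Figure S3, read by eye. With methylated reads of all reads it was 3.89%, within 1.5 times, while at least 10 reads (1.70%) and at least 1 read (6.93%) left the gap.

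The Jaccard index of M-ATAC and M-ATAC-NC replicate 2 was 0.382, against about 0.59 of the paper's in Figure S1b, read by eye. By number of peaks it was 0.579 and with the 20000 peaks of highest fold 0.403, both within 1.5 times. With 50% reciprocal overlap (0.298) and the stricter threshold (0.380) the gap stayed.

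The paper states that it found no CpGs of intermediate or high methylation at high coverage, while 8 cytosines had over 20% methylation with over 50 reads. The number stayed at 8 with more than 5 and with at least 10 reads. It was 9 with each cytosine counted once per summit and 5 in peaks of both samples. With both cytosines of a CpG combined it was 76, and with high coverage over 30 reads 101. The setting found by search put no read limit on group 3, which then held 10 lines with at least 50 reads. The paper's group 3 may thus hold such cytosines, which remains a hypothesis found on the same data. The paper states that bisulfite conversion leaves the overlap of peaks unaffected, while by base pairs the Jaccard index of M-ATAC and M-ATAC-NC, 0.398, was below the 0.504 and 0.542 within the groups. By number of peaks, the measure nearer to the paper's values, it was 0.5695 against 0.591 and 0.631. By number of peaks with all 4 M-ATAC samples it was 0.543, against 0.546 within M-ATAC and 0.631 within M-ATAC-NC. The M-ATAC pairs of replicates 1 and 2 (0.584) and 3 and 4 (0.591) lay above all pairs with M-ATAC-NC, whose highest was 0.579, while the other M-ATAC pairs had 0.510 to 0.542. The paper proposes that sequence variation at C2 and C12 has no effect on methylation, while C12 had 2.38% with a C2 CpG and 14.0% without. These motifs also differ in the score of the match, and an effect of the sequence at C2 alone was not tested.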

Other observations

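Of the tests in this part, those on chromosome 8, the one on group sizes, the split of edge and midpoint by 5 to 7 and 8 to 50 reads, and the tests of C12 by peak fold were chosen after the results were seen. The test within motifs and its p were planned, while giving the part left within motifs a verdict of its own was decided afterwards.

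Methylation was higher at peak edges than at midpoints by 2.25 percentage points. Lower coverage at the edges is a candidate explanation for part of this. Among cytosines with 5 to 7 reads the smallest difference within one coverage range was 1.08, which coverage alone does not allow. Among those with 8 to 50 reads the difference farthest from 0 was 0.387 (SE 0.193), with 30 to 50 reads, and 3 of 5 ranges had the opposite sign, with -0.186 (SE 0.0865) at 10 to 14 reads. Coverage may thus account for the higher edges there. Weighted to the coverage of the edges, 0.944 of a difference of 2.199 was left over all cytosines of at most 50 reads. A different set of peaks at the edges was argued against by the mean of 2.19 within single peaks (95% bootstrap interval 2.00 to 2.37). Of these 12831 peaks the edge was higher in 3308, lower in 2857 and equal in 6666. No biological explanation was tested.

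C12 exceeded C2 by 10.5 percentage points over all motifs. Most of this may come from motifs that carry a C2 CpG differing from those that carry a C12 CpG, since within motifs with both the difference was 0.887. What was left within motifs (sign-flip permutation test, p = 2e-05) is not removed by that explanation. By 4 sets of peak fold, C12 without a C2 CpG exceeded C12 with one by 16.9, 12.8, 9.89 and 6.90. Binding to the different motifs is a biological possibility that was not tested.

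The downstream cytosine of a motif CpG had higher methylation than the upstream one. A difference between the genome strands in the methylation calls could give this, but would change sign with the strand of the motif. The smaller C12 difference over motifs of both strands was 3.57 percentage points, with the same sign on both.

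Cytosines of intermediate and high methylation in M-ATAC peaks may come from few reads of unmethylated cytosines. Where the other cytosine of the CpG was covered, its mean was 59.9% for 725 cytosines of group 4 and 24.8% for 30541 of group 3, against 1.22% for group 2. It had at least 20% for 94.6% of these group 4 and 53.8% of these group 3 cytosines. This argues against sampling as the whole explanation among the cytosines measured so, while a part of group 3 and the cytosines without coverage of the other strand stay open. Repeats were weighed next: 24.8% of group 4 and 14.1% of group 3 were soft-masked, against 3.69% of group 2. Repeats thus do not hold most of groups 3 and 4 but are more frequent there. In a 31 bp sequence with 2 or more places lay 11.6% of group 4 and 5.05% of a sample of group 3, against 1.45% of a sample of group 2. A part of groups 3 and 4 in repeats thus stays open. The samples have 1 condition, and no biological explanation was tested.

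The 6 lists of Klf4-/- derived cells had 10.6% to 20.3% of their peaks on chromosome 8, against 4.92% to 5.40% in the 14 mESC lists. A few dense regions were argued against, since the 10 fullest 1 Mb windows held at most 27.8% of the chromosome 8 peaks, and medians of the other chromosomes were 24.9% to 30.9%. KLF4 binding as the whole cause was argued against, since cells without KLF4 had at least 10.6%. The ratio to the mESC lists over 6 lists and 4 parts of the chromosome was 1.90 to 4.94, an excess in every list and part, as additional copies of chromosome 8 in the line may give. The share ran from 10.6% and 11.5% in cells without KLF4 to between 14.8% and 20.3% in WT and mutant cells, which a fixed number of copies does not by itself predict. Chromosome X had 0.189% to 1.91% in these lists, 0.0807 to 0.815 times its share of 2.35% in the mESC lists, and copies of chromosome 8 do not predict this spread either. How peak numbers follow the number of copies was not tested, so that additional copies stay an open hypothesis, found on the same data. The peak caller cannot be told apart from the line, since the lists of the other caller, with 4.92% as their lowest share, hold other samples. The 4 lists of WT and mutant cells belong to samples titled as M-ATAC, while their library names are those given for KLF4 M-ChIP. Of the mutant stretches shared by both replicates, 1.92% (16 of 832) overlapped a merged M-ATAC peak of the unmodified mESC. This argues against M-ATAC for the mutant lists, although the M-ATAC peaks are of another line. For WT stretches the share was 47.3% (1199 of 2536), which cannot decide their assay, since bound sites may also be accessible.

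The paper's sizes of groups 1 and 2 exceed the number of distinct cytosines, and its sizes of groups 3 and 4 lie below it. A cytosine counted once for each summit of its peak is a candidate explanation. Of 32 settings, set up after the paper's sizes were seen, 1 gave all 4 of them, with 1348931 in group 2. This setting counted each line with over 5 reads, left out the bounds of 20%, 80% and 50 reads and put no limit of reads on group 3. The 16 settings that count distinct cytosines gave 0 of the sizes. All 16 settings that count each line gave the paper's size of group 1. The search was made on the sizes alone, and the setting found also gave the paper's 1858, 44651, 17069 and 1137 peak regions. Of the 16 settings under each way of counting, 1 gave all 4 of these peak numbers, with the same minimum and bounds, so that they bear on the minimum and the bounds, while they do not depend on how cytosines are counted. With that minimum and those bounds, distinct cytosines gave 836580 in group 2. The explanation remains a hypothesis found on the same data.

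Of the WT-only KLF4 peaks 52.1% (1187 of 2277) overlapped a merged M-ATAC peak of the unmodified mESC, against 4.63% (12 of 259) of the common and 0.856% (5 of 584) of the mutant-only peaks. These M-ATAC peaks are of another line than the KLF4 peaks.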
